# *Dll1* Haploinsufficiency in Adult Mice Leads to a Complex Phenotype Affecting Metabolic and Immunological Processes

**DOI:** 10.1371/journal.pone.0006054

**Published:** 2009-06-29

**Authors:** Isabel Rubio-Aliaga, Gerhard K. H. Przemeck, Helmut Fuchs, Valérie Gailus-Durner, Thure Adler, Wolfgang Hans, Marion Horsch, Birgit Rathkolb, Jan Rozman, Anja Schrewe, Sibylle Wagner, Sabine M. Hoelter, Lore Becker, Thomas Klopstock, Wolfgang Wurst, Eckhard Wolf, Martin Klingenspor, Boris T. Ivandic, Dirk H. Busch, Johannes Beckers, Martin Hrabé de Angelis

## Abstract

**Background:**

The Notch signaling pathway is an evolutionary conserved signal transduction pathway involved in embryonic patterning and regulation of cell fates during development and self-renewal. Recent studies have demonstrated that this pathway is integral to a complex system of interactions, involving as well other signal transduction pathways, and implicated in distinct human diseases. Delta-like 1 (Dll1) is one of the known ligands of the Notch receptors. The role of the Notch ligands is less well understood. Loss-of-function of *Dll1* leads to embryonic lethality, but reduction of Delta-like 1 protein levels has not been studied in adult stage.

**Methodology/Principal Findings:**

Here we present the haploinsufficient phenotype of *Dll1* and a missense mutant *Dll1* allele (*Dll1^C413Y^*). Haploinsufficiency leads to a complex phenotype with several biological processes altered. These alterations reveal the importance of *Dll1* mainly in metabolism, energy balance and in immunology. The animals are smaller, lighter, with altered fat to lean ratio and have increased blood pressure and a slight bradycardia. The animals have reduced cholesterol and triglyceride levels in blood. At the immunological level a subtle phenotype is observed due to the effect and fine-tuning of the signaling network at the different levels of differentiation, proliferation and function of lymphocytes. Moreover, the importance of the proteolytic regulation of the Notch signaling network emphasized.

**Conclusions/Significance:**

In conclusion, slight alterations in one *player* of Notch signaling alter the entire organism, emphasizing the fine-tuning character of this pathway in a high number of processes.

## Introduction

The Notch signaling pathway is an intercellular signaling mechanism that is highly conserved during evolution of vertebrates. It is involved in the determination of cell fates in different cell types during embryonic development. First described in the fly, *Notch* orthologs have been identified successively in many species including birds, rodents and man. In mammals four distinct *Notch* genes *(Notch1*–*Notch4*) have been identified. The Notch receptors are anchored to the membrane via a single transmembrane domain. Two families of transmembrane ligands interact with the Notch receptors, the Delta and the Jagged/Serrate proteins. In mammals three Delta and two Jagged/Serrate class proteins have been described. The canonical Notch signaling pathway involves proteolytic processing events that cleave the Notch receptors in response to ligand activation, leading to the activation of target genes (frequently basic helix-loop-helix transcriptional factors) (for review see [1]–[3]).

Loss- or gain-of-function of the Notch receptors or their ligands have diverse and often severe clinical, physiological and biological consequences in humans (for review see [4], [5]). T-cell acute lymphoblastic leukemia, aortic valve disease, and familial forms of cardiomyopathy, have been associated with mutations in *Notch1*. Alagille syndrome, a developmental disease, is associated with mutations in *Jagged1* and in less extent with mutations in *Notch2*. Mutations in *Notch3* lead to a neurological disease, a cerebral arteriopathy autosomal dominant disease with subcortical infarcts and leukoencephalopathy abbreviated as CADASIL. Mutations in *Delta3* have been associated with spondylocostal dysostosis which leads to severe congenital malformations of the vertebral column. Notch signaling and associated disease involve not only these inherited disorders. Recent publications revealed the involvement of Notch signaling in tumor associated angiogenesis (for review see [6], [7]). Experiments in animal models show that the Notch signaling pathway also plays an important role in tissue regeneration after injury of adult organs, such as heart, liver, brain, kidney and pancreas [8]–[12]. Therefore, Notch signaling has many diverse roles in physiology and pathology.

The fine-tuning of this complex system of regulatory interactions with pleiotropic functions is essential to avoid disease states, but not yet fully understood. One efficient approach to identify components of a molecular network is to perform genetic modifier- or sensitized-screens [13]. Recently, we reported the identification of phenotypic modifiers in a sensitized screen using *Dll1* heterozygous (*Dll1^tm1Gos/+^*) animals [14]. A complementary approach to better understand pleiotropic Notch signaling functions is to investigate the haploinsufficient phenotype of Notch pathway members, since most homozygous Notch mutants and mutant alleles of interacting proteins or ligands are embryonic lethal [15]–[19]. Here, we have comprehensively analyzed the phenotype of *Dll1^tm1Gos^* heterozygous animals and of a missense mutant *Dll1* allele (*Dll1^C413Y^*) in 14 phenotyping platforms covering more than 350 parameters at the German Mouse Clinic (GMC) [20]–[22].

Haploinsufficiency was recently investigated for the Notch ligand Jagged1 in two inbred mouse strains with distinct phenotypes [23], so the genetic background of the inbred mouse strain may affect the observable mutant phenotype. We present here the haploinsufficient phenotype of *Dll1^tm1Gos/+^* mice on the C3HeB/FeJ genetic background and compare the results to previously recorded data on the 129X1/SvJ genetic background.

## Results

### Genetic background of Dll1^tm1Gos/+^ mice

We outcrossed the mice carrying the *Dll1^tm1Gos^* allele [15] from a 129X1/SvJ (129X1) genetic background for 11 generations to the C3HeB/FeJ (C3H) genetic background. The 129X1 genetic background was recently identified as being non-isogenic [14]. In the *C3.Dll1^tm1Gos/+^* animals only one of 137 genome-wide SNPs showed heterozygosity (data not shown). This SNP (rs13482869) is at a distance of approximately 5 Mb to the *Dll1* gene in which the *lacZ* reporter gene was inserted to disrupt the *Dll1* coding sequence [15].

### Body weight, size and body composition

*C3.Dll1^tm1Gos/+^* animals are significantly lighter than wild-type littermates (Figure 1A). This difference in body weight is more pronounced in C3H than in 129X1 and mixed (129X1/SvJ.C57BL6/J) genetic backgrounds [14]. Heterozygous C3H females showed on average an 18% to 20% reduction and heterozygous C3H males on average an 11% to 15% reduction in their body weight at 15 weeks after birth (depending on the analyzed cohort, see Figure 1A and Table S1). The average body weights of *C3.Dll1^tm1Gos/+^* mice were also reduced at 6, 8, 10, and 12 weeks of age (Table S1).

**Figure 1:**
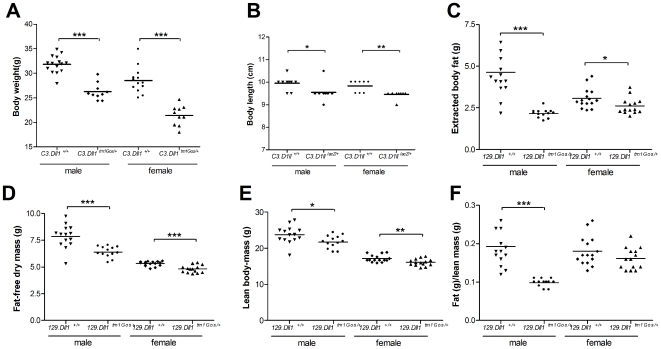
Body weight, size and composition in heterozygous *Dll1^tm1Gos/+^* animals compared to wild-type littermates. A–B) Body weight and body length were determined at 15 and 16 weeks of age, respectively, in two different cohorts. Depicted are the scatter dot plot representations and the mean for each group: heterozygous *C3.Dll1^tm1Gos/+^* males (weight, n = 13; length, n = 9) and their wild-type littermates (*C3.Dll1^+/+^*, weight, n = 15; length, n = 10) and heterozygous *C3.Dll1^tm1Gos/+^* females (n = 10) and their wild-type littermates (*C3.Dll1^+/+^*, weight, n = 10; length, n = 9). C–F) Selected metabolic parameters were recorded using the Soxhlet lipid extraction with petrol ether as solvent in the tertiary screen at the GMC at 30–32 weeks of age. Depicted are the scatter dot plot representations for and the mean for each group: heterozygous *129.Dll1^tm1Gos/+^* males (n = 13) and their wild-type littermates (*C3.Dll1^+/+^*, n = 14); heterozygous *C3.Dll1^tm1Gos/+^* females (n = 14) and their wild-type littermates (*129.Dll1^+/+^*, n = 15). *P*-value calculated performing unpaired t-test when variances were not significantly different. If significantly different then the Mann-Whitney test was performed. *P*-value: * *P*<0.05, ** *P*<0.01, *** *P*<0.001.

Male and female *Dll1^tm1Gos/+^* animals were significantly shorter than their wild-type littermates (Figure 1B). To investigate body composition a cohort of mutant and wild-type 129X1 mice entered the metabolic screen at 30 to 32 weeks of age. No significant differences in the water contents of wild-type and *Dll1^tm1Gos/+^* animals could be detected (data not shown). Using the Soxhlet lipid extraction with petrol ether as solvent the body fat, fat-free dry mass, and lean-body mass of the mice were measured. *129.Dll1^tm1Gos/+^* animals showed a significantly reduced average body fat content (Figure 1C), reduced average fat-free dry mass (Figure 1D) and a reduced average lean-body mass (Figure 1E) when compared to wild-type littermates. Importantly, the average fat to lean mass ratio was significantly reduced in male and slightly reduced in female heterozygous mutants when compared to wild-type animals (Figure 1F). Similarly, *C3.Dll1^tm1Gos/+^ animals* showed reduced body fat and lean mass based upon DEXA densitometry (see Table S1).

In summary, *Dll1^tm1Gos/+^* animals are shorter; show a reduced body weight and an altered body composition, independently from the two genetic backgrounds.

### Energy metabolism

*C3.Dll1^tm1Gos/+^* animals on average consumed significantly less food ad libitum and had a reduced energy uptake as compared to wild-type littermates (Figure 2A). However, when energy uptake was normalized to body weight only the male *Dll1^tm1Gos/+^* mice showed a significant increase of energy uptake in comparison to wild-type males. No such difference in body weight normalized energy uptake was observed between wild-type and *C3.Dll1^tm1Gos/+^* females (Figure 2B).

**Figure 2:**
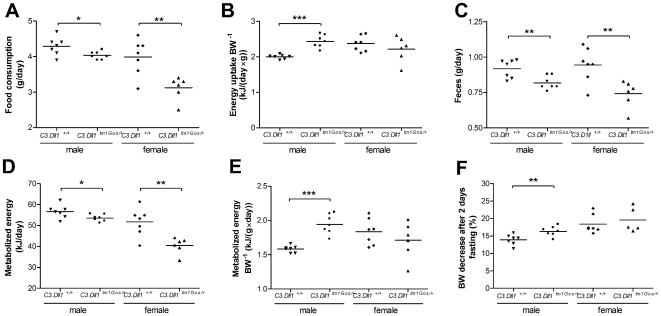
Metabolic parameters collected from heterozygous *C3.Dll1^tm1Gos/+^* animals and their wild-type littermates at the GMC. A–E) Values were recorded during 2 weeks *ad libitum* feeding. F) Body weight decrease (%) after two days fasting. Depicted are the scatter dot plot representations and the mean for each group: heterozygous *C3.Dll1^tm1Gos/+^* males (n = 7) and their wild-type littermates (*C3.Dll1^+/+^*, n = 7); heterozygous *C3.Dll1^tm1Gos/+^* females (n = 6) and their wild-type littermates (*C3.Dll1^+/+^*, n = 7). *P*-value calculated performing unpaired t-test when variances were not significantly different. If significantly different then the Mann-Whitney test was performed. *P*-value: * *P*<0.05, ** *P*<0.01, *** *P*<0.001.

As a consequence of decreased food intake, both male and female *C3.Dll1^tm1Gos/+^* animals showed significantly reduced feces excretion per day compared to wild-type littermates (Figure 2C). The metabolized energy of individual mice was measured by subtracting the energy content of collected feces and urine from the energy uptake. Both female and male *C3.Dll1^tm1Gos/+^* mice showed significantly reduced metabolized energy (Figure 2D). When normalized to the individual body weights, significantly increased metabolized energy was detected only for the group of *C3.Dll1^tm1Gos/+^* males (Figure 2E). In contrast, in *129.Dll1^tm1Gos/+^* mice only females showed increased energy uptake and metabolized energy compared to wild-type female littermates. The tendency towards this difference in both parameters was also evident for male *129.Dll1^tm1Gos/+^* mice (see Table S2).

To further analyze the differences in metabolized energy, mice of both genetic strains were fasted for two days. Heterozygous animals of both sexes and genetic backgrounds showed a greater loss of body weight than the corresponding controls. This difference was statistically significant for male *C3.Dll1^tm1Gos/+^* and female *129.Dll1^tm1Gos/+^* mice (Figure 2F and Table S2).

In conclusion, our data suggest that *Dll1* heterozygosity causes increased energy requirements.

### The cardiovascular mutant phenotype

At the age of 14 weeks *C3.Dll1^tm1Gos/+^* and wild-type littermates were analyzed for cardiovascular parameters. The systolic, diastolic and mean arterial pressures were significantly elevated in *C3.Dll1^tm1Gos/+^* male mice (Figure 3A–C). The resting heart rate was determined during blood pressure measurements (“pulse” in beats per minute, bpm) and in anaesthetized mice during electrocardiography (“heart rate” in bpm). In *C3.Dll1^tm1Gos/+^* female animals the average pulse was significantly, in male mice slightly decreased as compared to wild-type littermates (Figure 3D). The heart rate was significantly decreased in both male and female *C3.Dll1^tm1Gos/+^* animals (Figure 3E), indicating a slight bradycardia in heterozygous mutant animals. Moreover, the Q amplitude was significantly increased in the electrocardiogram traces of heterozygotes (Figure 3F).

**Figure 3:**
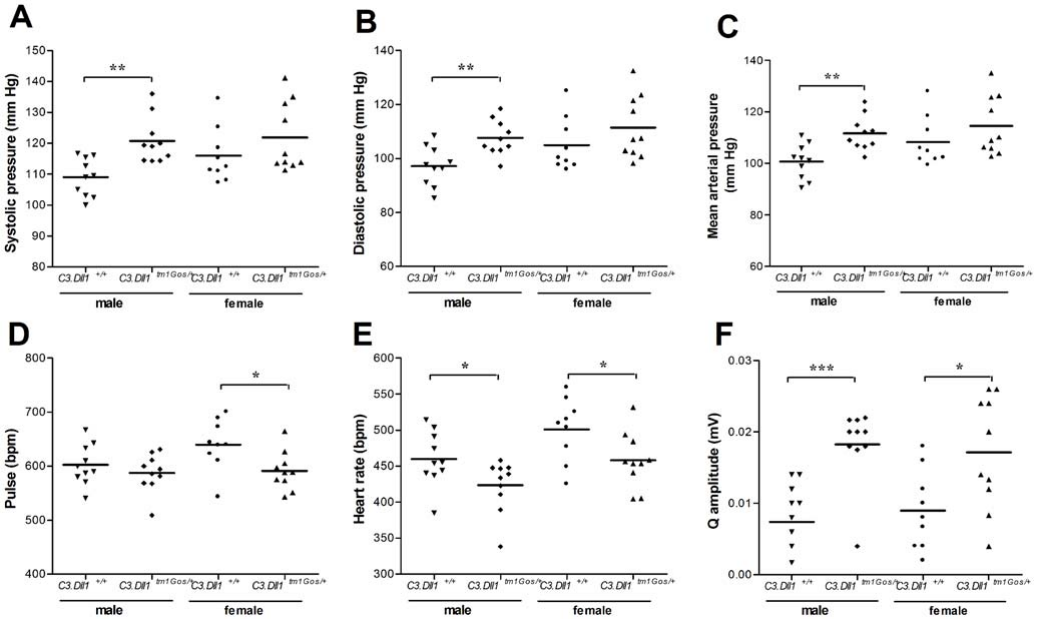
Selected blood pressure and electrocardiogram parameters in heterozygous *C3.Dll1^tm1Gos/+^* animals and their wild-type littermates. A–F) Depicted are the scatter dot plot representations and the mean for each group: heterozygous *C3.Dll1^tm1Gos/+^* males (n = 10) and their wild-type littermates (*C3.Dll1^+/+^*, n = 10); heterozygous *C3.Dll1^tm1Gos/+^* females (n = 10) and their wild-type littermates (*C3.Dll1^+/+^*, n = 9). *P*-value calculated performing unpaired t-test as variances were not significantly different. *P*-value: * *P*<0.05, ** *P*<0.01, *** *P*<0.001.

### Alteration of clinical chemical blood parameters

At 12 weeks of age blood samples were taken from fed mice for the analysis of 20 clinical chemical parameters (see Table S3). The concentrations of total protein, uric acid, triglycerides and transferrin, as well as α-amylase activity were significantly decreased in male and female *C3.Dll1^tm1Gos/+^* animals (Figure 4A–E). In addition, several other blood parameters were significantly altered in heterozygous mutant mice of only one gender (see Table S3). For example, the average concentration of cholesterol in the blood of *C3.Dll1^tm1Gos/+^* mice was significantly reduced only in male animals (Figure 4F). Taken together, our data demonstrate that heterozygosity for a *Dll1* loss-of-function allele resulted in altered blood concentrations of key metabolites of the protein, carbohydrate and fat metabolism.

**Figure 4:**
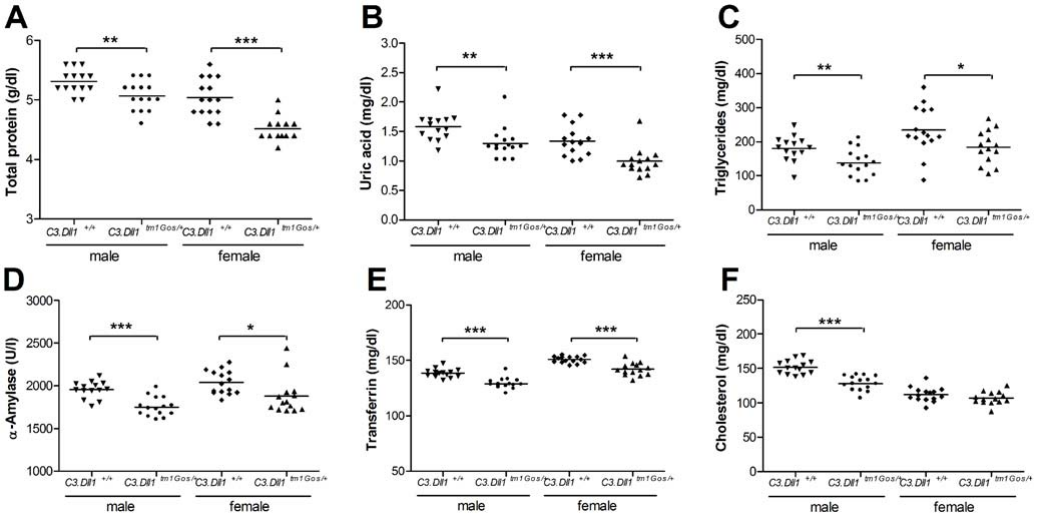
Selected clinical chemistry parameters in heterozygous *C3.Dll1^tm1Gos^* animals and their wild-type littermates. A–F) Depicted are the scatter dot plot representations and the mean for each group: heterozygous *C3.Dll1^tm1Gos/+^* males (n = 15) and their wild-type littermates (*C3.Dll1^+/+^*, n = 14) and heterozygous *C3.Dll1^tm1Gos/+^* females (n = 14) and their wild-type littermates (*C3.Dll1^+/+^*, n = 15). *P*-value calculated performing unpaired t-test when variances were not significantly different. If significantly different then the Mann-Whitney test was performed. *P*-value: * *P*<0.05, ** *P*<0.01, *** *P*<0.001.

### Immunology screen

The same blood samples as above were analyzed by flow cytometry and indirect ELISA. The population of CD19 positive cells (B-cell population) was significantly increased in female but not male *Dll1^tm1Gos/+^* animals of both genetic backgrounds compared to corresponding wild-type littermates (Table 1 and data not shown). Moreover, the proportion of B1 cells within the B cluster was significantly decreased in female *C3.Dll1^tm1Gos/+^* mice. A reduction of the CD4^+^ T-cell population in *C3.Dll1^tm1Gos/+^* mice was significant only in females (Table 1). A similar reduction in CD4^+^ cells was observed in the *129.Dll1^tm1Gos/+^* genetic background, although the difference between wild-type mice and heterozygous mutants was not statistically significant (data not shown). The population of CD8α,β T-cells showed sex-dependent differences. Compared to the results for the corresponding wild-type littermates this cell population was significantly increased in male and significantly decreased in female heterozygous mutant animals (Table 1). IgG_1_, IgG_2b_, IgG_3_ and IgA parameters were significantly decreased in female *C3.Dll1^tm1Gos/+^* animals. In conclusion, our data suggest that haploinsufficiency of *Dll1* causes alterations in immunological parameters, in particular in the number of B-lymphocytes.

**Table 1:** Immunological parameters in heterozygous *C3.Dll1^tm1Gos/+^* animals.

Sex	Parameter	*C3.Dll1^+/+^*	*C3.Dll1^tm1Gos/+^*	P-value	Regulation
**Male**	**CD19^+^ (%)**	13.00±1.63	12.98±2.60	0.98	↔
	**Cd19^+^/CD5^−^ (%)**	86.33±2.16	88.03±1.22	0.044*	↑
	**Cd19^+^/CD5^+^ (%)**	13.69±2.17	11.98±1.21	0.043*	↓
	**CD8a^+^ (%)**	11.67±0.66	10.78±1.27	0.066	↔
	**CD4^+^ (%)**	27.37±3.36	25.29±2.34	0.13	↔
	**CD8a/b^+^ (%)**	9.36±0.92	10.67±1.49	0.036*	↑
	**Gr-1^+^ (%)**	8.73±2.17	8.96±1.97	0.81	↔
	**γ/δ TCR^+^ (%)**	0.40±0.20	0.48±0.21	0.44	↔
	**IgG_1_ (µg/ml)**	60.64±30.94	82.45±32.25	0.085	↔
	**IgG_2a_ (µg/ml)**	219.08±151.26	217.37±147.51	0.98	↔
	**IgG_2b_ (µg/ml)**	78.59±20.35	83.78±33.45	0.61	↔
	**IgG_3_ (µg/ml)**	195.84±88.51	180.41±68.46	0.60	↔
	**IgA (µg/ml)**	320.31±190.92	333.29±222.32	0.87	↔
	**Anti-DNA (%)**	0.40±0.03	0.39±0.04	0.56	↔
	**Rheumatoid. factor (%)**	0.17±0.02	0.16±0.02	0.51	↔
**Female**	**CD19^+^ (%)**	13.70±3.57	20.28±3.32	0.00065***	↑
	**Cd19^+^/CD5^−^ (%)**	77.84±7.89	82.13±2.32	0.15	↔
	**Cd19^+^/CD5^+^ (%)**	22.16±7.89	17.87±2.32	0.15	↔
	**CD8a^+^ (%)**	10.26±1.14	9.64±1.71	0.37	↔
	**CD4^+^ (%)**	31.53±4.27	22.60±3.49	0.00011***	↓
	**CD8a/b^+^ (%)**	10.22±1.12	8.53±1.09	0.0040**	↓
	**Gr-1^+^ (%)**	8.60±1.96	7.86±2.17	0.43	↔
	**γ/δ TCR^+^ (%)**	0.05±0.02	0.05±0.02	0.60	↔
	**IgG_1_ (µg/ml)**	136.10±53.21	72.61±36.40	0.00092***	↓
	**IgG_2a_ (µg/ml)**	331.72±222.39	224.28±138.18	0.16	↔
	**IgG_2b_ (µg/ml)**	152.65±69.31	94.36±58.59	0.022*	↓
	**IgG_3_ (µg/ml)**	302.33±134.89	160.71±80.02	0.0021***	↓
	**IgA (µg/ml)**	377.32±132.22	218.62±164.50	0.014*	↓
	**Anti-DNA (%)**	0.51±0.08	0.44±0.05	0.0099**	↓
	**Rheumatoid. factor (%)**	0.22±0.07	0.18±0.01	0.07	↔

Values displayed as mean±SD. Data obtained by flow cytometry and indirect ELISA. *P-value* calculated performing unpaired t-test with samples with equal variances, if not Mann-Whitney test performed: *<0.05, **<0.01, ***<0.001.

### Dysmorphology screen

At the age of 9 weeks wild-type and *C3.Dll1^tm1Gos/+^* mice were analyzed for 26 dysmorphology parameters (see Materials and Methods). One wild-type animal out of 58 showed a variant phenotype (kinked tail phenotype), whereas their heterozygous *C3.Dll1^tm1Gos/+^* littermates showed seven variant phenotypes (3 small-body size and 4 kinked tail phenotypes, see Table 2). The Fisher's exact test revealed no significant differences between heterozygous *C3.Dll1^tm1Gos/+^* and wild-type animals in the appearance of a variant morphological phenotype. The reduced body weight and body length of *Dll1^tm1Gos/+^* mice were described above.

**Table 2:** Skeletal phenotyping of heterozygous *Dll1^tm1Gos/+^* animals.

Phenotyping screen	Genotype	No variation	Variation	Two-sided P-value
Dysmorphology	*C3.Dll1^+/+^*	58	1*	0.061
	*C3.Dll1^tm1Gos/+^*	52	7	
Quantification lumbar vertebrae	*C3.Dll1^+/+^*	19	0	0.678
	*C3.Dll1^tm1Gos/+^*	19	1	
	*129.Dll1^+/+^*	17	2	
	*129.Dll1^tm1Gos/+^*	16	3	

Displayed are the numbers of animals showing the observed phenotypes.

* One animal was removed of the analysis, as its variant phenotype, an abnormal eye, could be rather due to injury than a genetic component.

The two-sided P-value was calculated using the Fisher's Exact Test or the Chi-square for the genome-wide vs modifier screen, due to the higher number of cases compared.

P-value: *<0.05, **<0.01, ***<0.001.

At 16 to 17 weeks of age 9 to 10 animals of each group (separated by genotype and gender) were investigated with X-ray autoradiography. One heterozygous *C3.Dll1^tm1Gos/+^* animal showed a reduced number of lumbar vertebrae (Table 2). No differences were observed in other parts of the axial skeleton. In the 129X1 background, a different number of lumbar vertebrae was found in heterozygous and wild-type animals. The Fisher's Exact test revealed no significant differences due to the genotype and appearance of an abnormal number of lumbar vertebrae.

Further bone parameters were measured using DEXA densitometry. Whole body bone mineral density (BMD) was significantly reduced in the *C3.Dll1^tm1Gos/+^* animals compared to their wild-type littermates (Figure 5A). Nevertheless, when related to body weight the specific bone mineral density (sBMD) was significantly increased in *C3.Dll1^tm1Gos/+^* animals (Figure 5B). Whole body bone mineral content (BMC) was significantly reduced in *C3.Dll1^tm1Gos/+^* females, and a similar tendency was observed in male animals (Figure 5C). No differences were found when the bone content was related to body weight (Figure 5D). Comparable results were found for heterozygous mutant and wild-type mice of the 129X1 background (data not shown).

**Figure 5:**
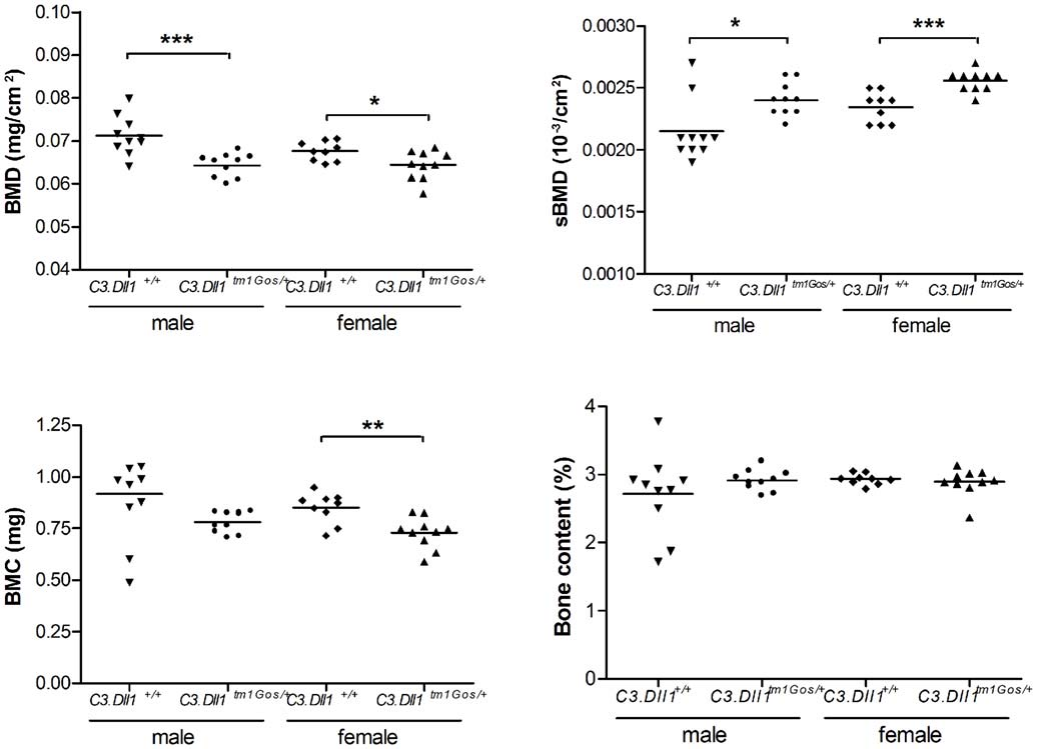
Selected bone parameters obtained with a Dual energy X-ray absorptiometer from heterozygous *C3.Dll1^tm1Gos/+^*animals. A–D) Depicted are the scatter dot plot representations and the mean for each group: heterozygous *C3.Dll1^tm1Gos/+^* males (n = 10) and their wild-type littermates (*C3.Dll1^+/+^*, n = 10); heterozygous *C3.Dll1^tm1Gos/+^* females (n = 9) and their wild-type littermates (*C3.Dll1^+/+^*, n = 10). *P*-values calculated performing unpaired t-test when variances were not significantly different. If significantly different then the Mann-Whitney test was performed. *P*-value: * *P*<0.05, ** *P*<0.01, *** *P*<0.001.

### Changes in gene expression patterns

A set of 11 organs from 5 wild-type and 5 heterozygous *C3.Dll1^tm1Gos/+^* male animals was archived for subsequent expression profiling analysis [24]. 

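The values analysed here come from cDNA arrays of brain, liver, spleen and thymus, with both dyes on each array. RNA of 1 heterozygous Dll1 mouse was hybridized together with a pool of wild-type RNA of the same organ. In the sample labels each organ has 4 heterozygous mice, where the paper states 5, and each mouse was measured on 2 arrays with the dyes swapped. Thymus of mouse 2 has 1 array here, with the mutant RNA in Cy5, so 31 arrays were analysed (8 each for brain, liver and spleen and 7 for thymus). The paper cites another series record and another array platform than those of these values, so it is not certain that the samples are the same. The paper gives an age of 16 weeks and 15 µg of RNA per array. The labels give 17 weeks for the heterozygous mice, 18 weeks for the pooled animals and 20 µg, and the number of animals in the pool is 4 in the list of animals and 6 in the protocol. The authors scanned the slides with a GenePix scanner and deposited 1 log2 ratio per spot. There are 20794 spots, and the paper's number of spotted sequences is 20355. How the ratios were normalized and filtered is not given in the sources used here. An array held 12693 to 20649 values (median 20312). The arrays of spleen mouse 1 lacked the most values, 37.9% and 24.8% of spots. Array medians lay between -0.05 and 0.71.
The direction of the ratio is not stated, and the values here bear on it without settling it. Mutant over pool is the likely direction, on the basis that the labels list the mutant RNA as channel 1 and the pool as channel 2 on every array, whatever the dyes, and that Table 3 gives ratios of mutant against wild-type animals. A repeated extreme value marks spots with no usable signal in 1 channel (9 to 294 spots per array). It was positive on all 16 arrays with the mutant RNA in Cy5 (15.90 to 17.79). On all 15 arrays with the mutant RNA in Cy3 it was negative (-17.88 to -16.07). Read as mutant over pool, Cy3 was at its floor on every array, and read as Cy5 over Cy3, the pool was. The first needs a property of 1 dye only, and so would pool over mutant, with Cy5 at its floor on every array. The second needs the pool, in either dye and in every organ, to be the only RNA at its floor. The signs are as regular under either reading and do not settle the direction. The 2 arrays of a mouse did not settle the direction either. Their correlation over all spots was -0.19 to 0.13 (median -0.03). Arrays of different organs with the mutant RNA in the same dye had a median correlation of 0.043 (44 of 180 pairs below 0). In opposite dyes it was -0.038 (145 of 180 below 0). A dye effect common to the organs gives this if ratios are mutant over pool, or pool over mutant. Read as Cy5 over Cy3 it would raise both, unless a difference from the pools common to all organs outweighed it. These pairs thus argue against Cy5 over Cy3 without excluding it. They do not tell mutant over pool from pool over mutant, under which every direction given below as mutant over pool would turn. Only the order of the channels and Table 3 bear on that. Row by row, a limma fit of the arrays with a dye term called a dye effect in 1 row in liver and 0 in brain, spleen and thymus. Extreme values were left out, and all other values lay within 9.61 of 0.
Gene names also needed a choice from the data. At the row numbers as listed in the probe table, probes of the same gene were barely correlated within an array (mean correlation 0.0055). When each row took the gene listed 11 places before it, the mean was 0.0507 over 5027 probe pairs, and the highest at any other of the 601 displacements examined was 0.0117. Arrays differed in this. The 4 brain arrays with the mutant RNA in Cy3 had 0.128 to 0.143, while those with it in Cy5 had -0.015 to 0.002 in brain and -0.006 to 0.015 in liver, and so gave the naming no support. Names below use that displacement, which was inferred after the data were examined and is stated in none of the sources. It names 12760 rows, of 9026 genes, and leaves 8034 rows unnamed. In 17 of 20 consecutive parts of the table the correlation was highest at 11 places. In the 5th and 10th parts it was nearly as high there as at the best other displacement (0.0322 against 0.0331 and 0.0300 against 0.0340). In the last 1040 rows it was not (0.0247 against 0.0592), so names in that last part are uncertain and each gene in it is marked below. Counts of rows do not depend on the names.
The 2 arrays of a mouse were averaged where both had a value, and the lone thymus array was corrected for the mean dye difference of the other 3 mice. Ratios of the 4 mice were tested against 0 with limma for each organ. The pool is a single wild-type sample, so its own spread between animals does not enter the test, and a peculiarity of the pooled RNA would enter every ratio of that organ. Dll1 itself has a named row with a value in at least 3 mice in each organ. At its first row the mean log2 ratio was -0.85 in thymus (SD 0.56, n = 3 mice), 0.15 in brain (SD 0.38, n = 4) and 0.66 in spleen (SD 0.67, n = 4). Its second row, in the last part of the table, gave mean log2 ratios of -0.09 in thymus, -0.35 in brain, -0.57 in spleen and -0.38 in liver. None passed an adjusted p of 0.05. Whether the probes lie in the part of the gene changed by the allele is not known here.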

The brain was selected for the analysis because *Dll1* plays an important role in the differentiation of neuronal precursors [25]. Spleen and thymus were chosen based on the requirement of *Dll1* signaling for immunological parameters [26], [27]. Finally, gene expression in liver was studied due to the importance of the organ in overall energy metabolism. In brain and spleen no significantly regulated genes were detected. 

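With the ratios read as mutant over pool, B cell markers lay below the other genes in spleen. Over 10 markers the shift was -0.72 on the log2 scale (standard error 0.14, below 0 in 4 of 4 mice, adjusted p = 5.55e-06 from camera in limma at a preset correlation of 0.01 between genes), and 9 of the 10 were below 0. With an estimated correlation the adjusted p was 0.673, and read as Cy5 over Cy3 the shift was 0.18 (adjusted p = 0.305). Ms4a1, which encodes the B cell antigen CD20, had a mean log2 ratio of -1.34 (SD 0.33, n = 4), and the better measured of the rows of Cd74, the invariant chain of class II molecules, had -0.96 (SD 0.19, n = 4). Nuclear genes of oxidative phosphorylation were lower in both organs, by -0.34 in spleen (25 genes, 23 of them below 0, adjusted p = 0.00016) and by -0.29 in brain (38 genes, 36 below 0, adjusted p = 6.5e-06), and so were proteasome genes (-0.32 in spleen, adjusted p = 0.00109, and -0.17 in brain, adjusted p = 0.0327) and genes of splicing and RNA processing (-0.44 in spleen, adjusted p = 0.00016, and -0.24 in brain, adjusted p = 0.0121). With an estimated correlation none of these passed, with an adjusted p = 0.673 for each in spleen and an adjusted p = 0.38 to 0.543 in brain. In brain, markers of neurons (-0.37, 14 of 15 below 0, adjusted p = 0.000462), astrocytes (-0.27, 10 of 13 below 0, adjusted p = 0.0327) and T cells (-0.35, 7 of 7 below 0, adjusted p = 0.036) were lower as well, and with an estimated correlation had an adjusted p = 0.439 for neurons and an adjusted p = 0.543 for the others. Each of these shifts was below 0 in 4 of 4 mice. The T cell marker row with the largest ratio in brain, Cd4 (-0.61, SD 0.47, n = 4), lies in the last part of the table. Fry passed 0 lists in spleen (smallest adjusted p = 0.0789) and 8 in brain, where T cell markers did not pass (adjusted p = 0.114). With names at the numbers as listed 0 lists passed in brain and 1 in spleen, none of those above. Under that naming probes of the same gene were barely correlated, so few lists could pass whatever the ratios. Read as Cy5 over Cy3, 0 lists passed in spleen, and in brain the 2 that passed were higher, neuron markers at 0.42 and oxidative phosphorylation at 0.27. Other markers in spleen were lower without passing, those of exocrine pancreas at -0.53 (3 of 4 mice below 0, adjusted p = 0.0548), of macrophages and monocytes at -0.32 (4 of 4, adjusted p = 0.176) and of blood and erythroid cells at -0.31 (4 of 4, adjusted p = 0.135). In brain, too, markers of blood and erythroid cells were at -0.30 (4 of 4 mice below 0) and those of exocrine pancreas at 0.36 (4 of 4 above 0), with an adjusted p = 0.145 for each. Members with large ratios include Ddx5, an RNA helicase, in spleen (-0.95, SD 0.11, n = 4) and Apoe, the main lipid carrier of the brain, in brain (-0.59, SD 0.08, n = 4). Some members went against the direction of their list. One row of Cox6a1, a subunit of complex IV, was at 0.73 in brain (SD 0.20, n = 4) and at 0.68 in spleen (SD 1.10, n = 4), where its other row was at -0.79 (SD 0.55, n = 4). In brain the astrocyte markers Aldh1l1 and Slc1a2 were at 0.96 (SD 0.89, 4 of 4 mice above 0) and 0.60 (SD 0.59, n = 3), rows of the neuron markers Slc17a7 and Syt1 at 0.71 (SD 1.09, n = 3) and 0.52 (SD 0.51, n = 4), and the splicing factor Srsf1 at 1.39 (SD 1.46, n = 3) in one row and -0.68 (SD 0.52, n = 4) in another.
In brain the shifts came from the arrays with the mutant RNA in Cy3, since with it in Cy5 they lay between -0.12 and 0.04 and no list passed. Probes of the same gene did not correlate on those Cy5 arrays either. In spleen the B cell shift was -0.50 with the mutant RNA in Cy5 and -0.82 with it in Cy3. No single row passed. Of 19591 rows tested in spleen and 19102 in brain, 0 had an adjusted p under 0.05 from limma. At an unadjusted p under 0.05 there were 2091 rows in spleen, 1000 of them lower, and 2234 in brain, 849 of them lower. The split depended on the test, since a one-sample test over mice gave 1134 lower and 857 higher in spleen and 1389 lower and 899 higher in brain. SAM over arrays, in which the 2 arrays of a mouse count as separate replicates, called 7 rows in spleen and 1 in brain. A fit of the 4 organs with a common spread called 256 and 80, and a one-sample test over mice with Benjamini-Hochberg adjustment called 1 and 0. Adjusted over the list alone, 10 of 16 rows of B cell markers and 5 of 46 rows of the splicing list passed in spleen. In spleen the 5 named rows with the smallest p among lower ratios were Lyz2, Fbxo32, Plac8, Cdc14b and Ms4a1 (Fbxo32 and Cdc14b in the last part of the table), with Lyz2, a lysozyme of myeloid cells, at -1.26 (SD 0.02, n = 4, adjusted p = 0.414). Among higher ratios they were Clip4, Pheta1, Smad2, Septin4 and Prrc2b. In brain they were Hba-a1, Colec12, Prr13, Fam110b and Hjurp among lower ratios (Hba-a1 and Colec12 in the last part), with Hba-a1, an alpha globin, at -1.18 (SD 0.35, n = 4, adjusted p = 0.42), and Zp3, Igsf3, Cfi, Casp9 (in the last part) and Oxct2b among higher ones. The paper states that it detected no significantly regulated genes in these organs.

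**Figure D1:**
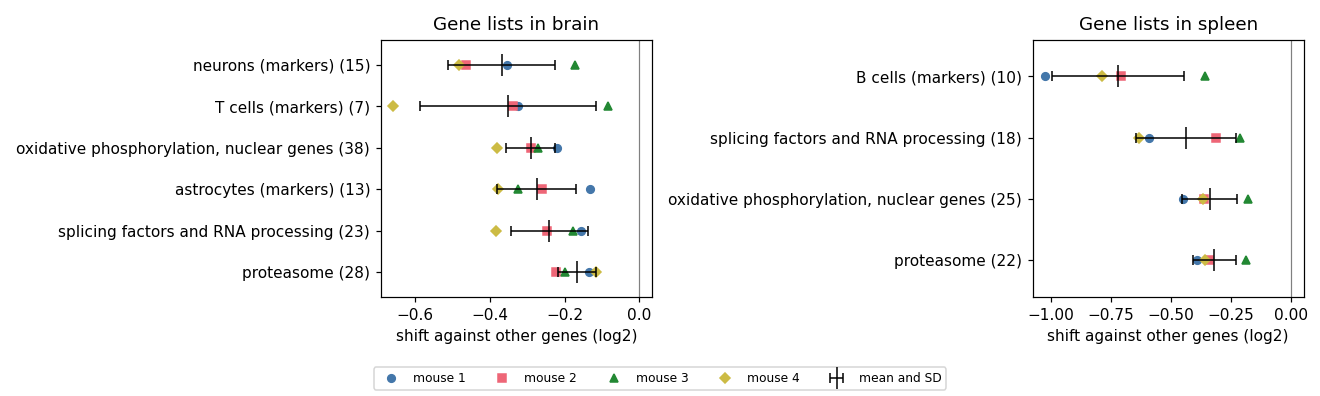
Shift of each gene list with an adjusted p under 0.05 in brain (left) and spleen (right), as the mean log2 ratio of the list less that of the other genes, with the number of genes in parentheses. Points are the 4 mice and the black bar is their mean and SD, and every point lies below 0.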

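Of the genes that the paper lists for liver, 8 have a named row. Their mean log2 ratios of heterozygous mice over the wild-type pool ranged from -0.68 to 0.68 (median -0.09), and 5 of the 8 were below 0. Read as Cy5 over Cy3 they ranged from -0.25 to 1.10 (median 0.27), and 1 of the 8, Siah1a, was below 0. The upper end is Cul2, with 2 mice and a row in the last part of the table, where names are uncertain. Hmgcs1 and Cyp2c70 were below 0 in every mouse. Cdk2, a kinase of the cell cycle, had a mean log2 ratio of -0.05 (SD 0.26, n = 4 mice, with 1 of its 2 rows in the last part of the table). Cyp2f2, a cytochrome P450, had -0.13 (SD 0.38, n = 4), and Manf, listed by the paper as Armet, a secreted protein of the stressed endoplasmic reticulum, had 0.12 (SD 0.44, n = 4, with 1 of its 4 rows in that part). The sign of Cdk2 and Cyp2f2 depended on the dye. With the mutant RNA in Cy5 alone they had 0.32 and 0.44, and with it in Cy3 alone -0.41 and -0.69. Without mouse 4 Cdk2 had 0.046, and without mouse 3 Manf had -0.10. As a list, the 6 genes with a value in every mouse were shifted by -0.24 (standard error 0.15, below 0 in 3 of 4 mice, adjusted p = 0.085 from camera in limma). The study chose this list, though whether on these very samples is not certain, so it is no independent evidence of a direction. Idi1, Bhmt and the 3 Serpina3 genes of the paper have no named row. No row was lower at an adjusted p under 0.05 from limma among 19973 tested (smallest adjusted p = 0.637). At an unadjusted p under 0.05, 357 rows were lower. SAM over arrays and a one-sample test over mice with Benjamini-Hochberg adjustment called 0 lower rows. The named rows with the smallest p among lower ratios were Arhgef6 at -1.95 (SD 0.17, n = 3), Gpbp1l1, Kif18b, and Nptx2 and Hey2, both in the last part of the table. Simulated ratios had the spread of these liver values and 200 changed rows at once, each with a value in 4 mice. Of rows at a log2 ratio of -2, 95.5% were recovered, and at -1, 0%. With fewer changed rows a smaller p is needed to pass, so these shares do not carry over to a list as short as the paper's.

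**Figure D2:**
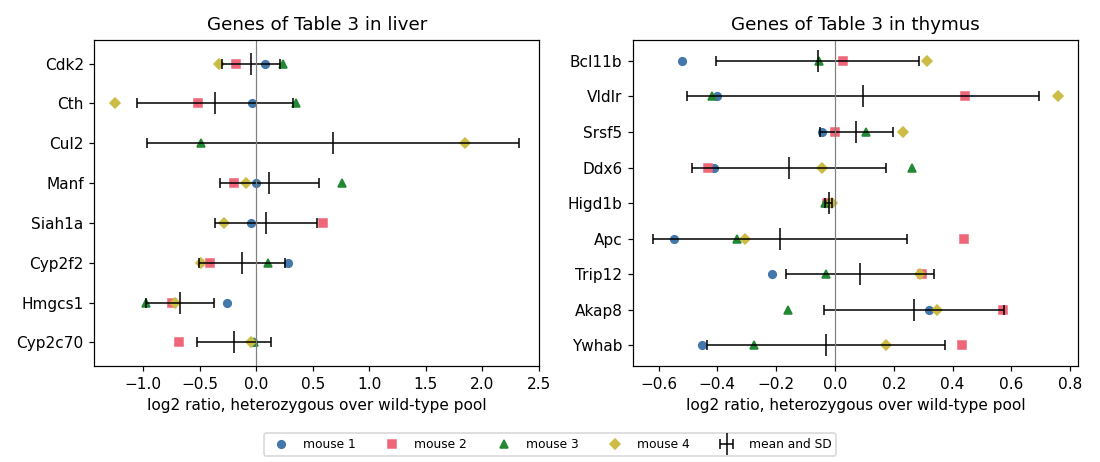
Mean log2 ratio of the genes of Table 3 that have a named row, in liver (left) and thymus (right). Each point is 1 mouse and the black bar is the mean and SD, and in liver only Hmgcs1 and Cyp2c70 have every mouse below 0.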

13 significantly downregulated genes were found in the liver of *C3.Dll1^tm1Gos/+^* animals (Table 3). 

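Among higher ratios in liver, the named rows with the smallest p were H2-T23, a class I histocompatibility gene, with a mean log2 ratio of 2.35 (SD 0.74, n = 3 mice, adjusted p = 0.917 from limma), Ap1m2 at 1.59 (SD 0.36, n = 3, in the last part of the table), Lrp2bp at 1.09, Bag3, a partner of heat shock proteins, at 1.41 (SD 0.64, n = 4) and Col27a1 at 1.19. Of the 46 gene lists tested in this organ none was higher at an adjusted p under 0.05 from camera. Limma called 0 higher rows, with 539 higher at an unadjusted p under 0.05, and SAM over arrays called 1.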

No up-regulated genes were identified in this organ. Among the regulated genes several are associated with metabolic liver functions, like cholesterol biosynthesis.

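With the ratios read as mutant over pool, genes of cholesterol biosynthesis lay below the other genes in liver. The shift was -0.21 on the log2 scale (standard error 0.05, below 0 in 4 of 4 mice, adjusted p = 0.0138 from camera in limma at a preset correlation), and 9 of 14 genes were below 0. With an estimated correlation the adjusted p was 0.961, as for each list below, and fry passed 0 lists. Read as Cy5 over Cy3 the shift was 0.05 (adjusted p = 0.651), and the 5 lists that passed in liver were all higher. Fdps, which makes farnesyl diphosphate, had a mean log2 ratio of -0.55 (SD 0.27, n = 4 mice), and Sc5d, a sterol desaturase, had -0.46 (SD 0.26, n = 4). Other lists of hepatic metabolism with lower ratios were synthesis of fatty acids and triglycerides (-0.17, 11 of 16 genes below 0, in 3 of 4 mice, adjusted p = 0.0352), synthesis and transport of bile acids (-0.23, 7 of 8, in 4 of 4 mice, adjusted p = 0.0326) and gluconeogenesis and glycolysis (-0.21, 7 of 9, in 4 of 4 mice, adjusted p = 0.0252). Acly, which supplies acetyl-CoA for lipid synthesis, had a ratio of -0.56 (SD 0.31), Scd1, a fatty acid desaturase, -0.52 (SD 0.37), Pklr, the liver pyruvate kinase, -0.36 (SD 0.19), and Nr0b2, a nuclear receptor that represses bile acid synthesis, -0.40 (SD 0.28), each below 0 in 4 of 4 mice. Amacr, of the bile acid list, had 0.40 (SD 0.39). No row of these lists passed over all rows tested or when adjusted over the list alone (0 in each). Without mouse 4 no list passed. None passed with names at the numbers as listed either, under which probes of the same gene were barely correlated. With the mutant RNA in Cy5 alone the shift of cholesterol genes was -0.15 and with it in Cy3 alone -0.27, and the 1 list that passed in Cy5 alone was higher. The urea cycle list (-0.09, adjusted p = 0.27), plasma proteins (-0.07, adjusted p = 0.306) and hepatocyte markers (-0.06, adjusted p = 0.8) did not pass. From the genes it lists, the paper states that several belong to metabolic functions of the liver such as cholesterol biosynthesis.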

**Table 3:** Genes regulated in heterozygous *C3.Dll1^tm1Gos/+^* animals when compared to wild-type littermates.

Gene symbol	Entrez ID	Name	Function	Mean log2 ratio
***Genes regulated in the liver***				
*Cdk2*	12566	Cyclin-dependent kinase 2	Regulation of cell cycle	−2.24
*Cth*	107869	Cystathionase	Methionine metabolism	−2.10
*Idi1*	319554	Isopentenyl-diphosphate delta isomerase	Cholestrol biosynthesis	−1.93
*Serpina3k*	20714	Serine peptidase inhibitor, clade A, member 3K	Peptidase inhibitor	−1.89
*Cul2*	71745	Cullin 2	E3 ubiquitin ligase complex	−1.88
*Serpina3c*	16625	Serine peptidase inhibitor, clade A, member 3C	Peptidase inhibitor	−1.87
*Bhmt*	12116	Betaine-homocysteine methyltransferase	Methionine metabolism	−1.87
*Armet*	74840	Arginine-rich, mutated in early stage tumors	Unknown	−1.82
*Serpina3h*	546546	Serine peptidase inhibitor, clade A, member 3H	Peptidase inhibitor	−1.84
*Siah1a*	20437	Seven in absentia 1A	E3 ubiquitin ligase complex	−1.84
*Cyp2f2*	13107	Cytochrome P450, family 2, subfamily f, polypeptide 2	Metabolism of xenobiotics	−1.82
*Hmgcs1*	208715	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1	Cholesterol biosynthesis	−1.71
*Cyp2c70*	226105	Cytochrome P450, family 2c, polypeptide 70	Metabolism of xenobiotics	−1.70
***Genes regulated in the thymus***				
*mt-Rnr2*		16S rRNA, mitochondrial	Mitochrondrial RNA	−2.68
*2310043N10Rik*	66961		Unknown	−2.20
*Tcrb-V13*	269846	T-cell receptor beta, variable 13	T cell development	−2.11
*Bcl11b*	58208	B-cell leukemia/lymphoma 11B	T cell development	−2.91
*Vldlr*	22359	Very low density lipoprotein receptor	Cholesterol metabolism	−2.90
*Sfrs5*		Splicing factor, arginine/serine-rich 5	RNA metabolic process	−1.69
*Ddx6*	13209	DEAD (Asp-Glu-Ala-Asp) box polypeptide 6	RNA metabolic process	−1.63
*Higd1b*	75689	HIG1 domain family, member 1B	Unknown	−1.67
*AK160221*	AK160221		Unknown	−1.62
*Apc*	11789	Adenomatosis polyposis coli	T-cell development	−1.61
*Trip12*	14897	Thyroid hormone receptor interactor 12	E3 ubiquitin ligase complex	−1.52
*EU433307*			Unknown	−1.50
*Akap8*	56399	A kinase (PRKA) anchor protein 8	Unknown	−1.49
*Ywhab*	54401	Tyrosine 3-monooxygenase protein, beta polypeptide	T-cell development	−1.49

In the thymus of heterozygous mutant animals no up-regulated genes were detected. Instead, 15 genes were significantly downregulated in heterozygous *C3.Dll1^tm1Gos1/+^* animals (Table 3). 

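The thymus rows with the smallest p among higher ratios were 9130401M01Rik, with a mean log2 ratio of 0.92 (SD 0.25, n = 4 mice, adjusted p = 0.86 from limma), Dgkz, a diacylglycerol kinase, at 1.55 (SD 0.67, n = 3), Ecrg4 at 0.76 (SD 0.31, n = 4), Krt84 at 1.16 and Naa25 at 0.51. No row passed. At an unadjusted p under 0.05, 138 of 20185 rows were higher and 493 lower, while a one-sample test over mice gave 349 and 366. SAM over arrays called 0 higher rows. Nuclear genes of oxidative phosphorylation had a shift of 0.12 (2 of 4 mice below 0, adjusted p = 0.298 from camera), and none of the 46 gene lists passed. Without mouse 4 it was 0.17 (adjusted p = 0.0223 from camera). Markers of adipose tissue (0.42) and genes of fatty acid oxidation (0.29) then passed as well (adjusted p = 0.0217 for each). Mouse 2, whose lone array was corrected from the other mice, was the highest in each of these lists, at 0.40, 0.95 and 0.44.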

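Of the genes of Table 3 for thymus, 9 have a named row. Their mean log2 ratios lay between -0.19 and 0.27 (median -0.02), 5 were below 0, and 1, Higd1b, was below 0 in every mouse. Under the reading as Cy5 over Cy3 they lay between -0.25 and 0.20 (median 0.07), and 1, Ddx6, was below 0. Srsf5, a splicing factor that the paper lists as Sfrs5, had 0.07 (SD 0.12, n = 4 mice), and -0.01 with the mutant RNA in Cy3 alone. Akap8, a nuclear anchor of protein kinase A, had 0.27 (SD 0.31, n = 4), and Vldlr, a lipoprotein receptor whose rows lie in the last part of the table, had 0.10 (SD 0.60, n = 4), with -0.10 in Cy3 alone, -0.02 without mouse 2 and -0.13 without mouse 4. The list as a whole was shifted by 0.04 (standard error 0.10, below 0 in 2 of 4 mice, adjusted p = 0.875 from camera in limma), and as the study chose it, it is no independent evidence. Limma called 0 of 20185 rows lower at an adjusted p under 0.05 (smallest adjusted p = 0.86), with 493 lower at an unadjusted p under 0.05. SAM over arrays called 4 lower rows. The named rows with the smallest p among lower ratios were Glg1 at -1.88 (SD 0.34, n = 3), Rpf1 at -0.95 (SD 0.18, n = 4), and Tph1, Grin2d and Gne, all 3 in the last part of the table, where Tph1, a tryptophan hydroxylase, was at -1.71 (SD 0.52, n = 4). Simulated ratios with the spread of these thymus values also had 200 changed rows at once, each with a value in 4 mice. There 82% of rows at a log2 ratio of -2 were recovered and 0% of rows at -1. Those shares, too, do not carry over to a list as short as the paper's.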

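Genes of T-cell development and markers of T cells did not pass as lists in thymus of heterozygous mice. Over 23 genes of T-cell development the shift was -0.03 on the log2 scale (standard error 0.12, below 0 in 3 of 4 mice, adjusted p = 0.79 from camera in limma), and 14 of the 23 were below 0. Over 10 T cell markers it was -0.05 (standard error 0.16, 7 below 0, adjusted p = 0.79). Mouse 4 lay above 0 (0.29 and 0.39) and the other 3 mice below, from -0.26 to -0.01 and from -0.38 to -0.03. Without mouse 4 the shifts were -0.14 and -0.20 and both lists passed (adjusted p = 0.0492 for each), among 5 thymus lists of which 3 were higher. Markers of thymic epithelium and stroma had a shift of -0.11 (13 of 17 below 0, adjusted p = 0.776) and B cell markers -0.05 (8 of 11 below 0, adjusted p = 0.79). Genes of cell cycle and proliferation were at -0.01 (18 of 30 below 0, adjusted p = 0.937). None of their rows passed over all rows or adjusted over the list alone for T-cell development (0 of 42 rows) and T cell markers (0 of 16 rows).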

One third are associated with T cell differentiation or involved in the progress of maturation or migration of T cells and several have unknown functions. 

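Ddx6, an RNA helicase, had a mean log2 ratio of -0.16 in thymus (SD 0.33, n = 4 mice), below 0 in 3 of 4 mice. Its 4 rows disagreed. They lay between -0.74 and 0.11, with the lowest, like 1 other of them, in the last part of the table. With the mutant RNA in Cy3 alone the mean was 0.09. Higd1b, a hypoxia-induced membrane protein, had -0.02 (SD 0.01, n = 4) and was below 0 in every mouse, with 0.02 from the arrays with the mutant RNA in Cy5 and -0.06 from those with it in Cy3. Of the 14-3-3 proteins, Ywhae had 0.13 (SD 0.25, n = 4) and Ywhag -0.45 (SD 0.80, n = 4). The list of 14-3-3 proteins (4 genes) had a shift of 0.00 in thymus (2 of 4 mice below 0, adjusted p = 0.813 from camera in limma). No row of these genes passed (smallest adjusted p = 0.86).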

Some of the genes regulated in the thymus of heterozygous mutant animals were also found to be regulated in homozygous mutant embryos such as *Ddx6*, *Higd1b* and polypeptides of *Ywha* (14-3-3) complex ([28] and unpublished data).

### Variant phenotype of the missense mutant line C3.Dll1^C413Y/+^

*The C3.Dll1^C413Y/+^* mutant line was isolated from an ENU mutagenized combined sperm and genome archive by sequencing the *Dll1* coding region [29]. *C3.Dll1^C413Y/+^* mutants have a missense mutation in exon 8 which leads to the exchange of the cysteine in position 413 by a tyrosine. This mutation lies within the predicted 6^th^ EGF-like repeat, which is highly conserved from insects to vertebrates (Figure 6).

**Figure 6:**
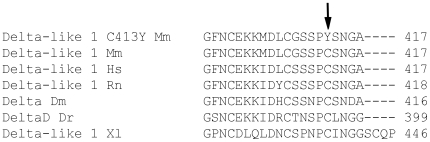
Partial protein sequence alignment of Delta and Delta-like-1 proteins. The sequence alignment was performed with ClutsalW2 [90]. The missense mutation C413Y is indicated by an arrow. The species used for these alignment are: Delta-like 1 Mm, *Delta-like 1 Mus musculus* NP_031891.2; Delta-like 1 Hs, *Delta-like 1 Homo sapiens* NP_114452.1; Delta-like 1 Rn, *Delta-like 1 Rattus norvegicus* NP_005609.3; Delta Dm, *Delta Drosophila melanogaster* NP_477264.1; DeltaD Dr, *DeltaD Danio rerio*; Delta-like 1 Xl, similar to *Delta-like 1 Xenopus laevis*.

Unlike homozygous *Dll1^tm1Gos^* mutants, homozygous *C3.Dll1^C413Y/C413Y^* mutants are viable, although only 32% of the expected homozygous animals are alive after weaning. *Dll1^C413Y/C413Y^* animals are lighter than their wild-type and heterozygous littermates and are generally in a bad health condition. Most of them died or had to be sacrificed within the first months of life. Since we suspect that the *Dll1^C413Y^* mutation is a partial loss-of-function, we compared the phenotype of *Dll1^C413Y/+^* with *Dll1^tm1Gos/+^* animals (Table 4). Several phenotypes of *Dll1^tm1Gos/+^* mice were also found in *Dll1^C413Y/+^* mice. For example, the body weight and length of heterozygous *C3.Dll1^C413Y/+^* animals was decreased comparable to *C3.Dll1^tm1Gos/+^* mice. In addition, the *C3.Dll1^C413Y/+^* animals show a significantly reduced bone mass density and bone mineral content. The fat mass was also significantly decreased in *C3.Dll1^C413Y/+^* animals. Also comparable to the changes observed in *Dll1^tm1Gos/+^* animals, the systolic, diastolic and mean arterial pressures were significantly increased, and the pulse significantly decreased in *C3.Dll1^C413Y/+^* animals. However, lean mass, locomotor activity, and metabolized energy were increased in *Dll1^C413Y/+^* compared to wild-type littermates. This is somewhat in contrast to *Dll1^tm1Gos/+^* animals, which showed a significant decrease in lean mass and a tendency towards reduced locomotor activity. Concerning the clinical chemical parameters both mutant lines showed similar tendencies in the concentrations of cholesterol and triglycerides in their blood plasma. Whereas *Dll1^tm1Gos/+^* animals showed decreased concentrations of urea, this concentration was significantly increased in the blood of *Dll1^C413Y/+^* animals. Finally, in contrast to the *Dll1^tm1Gos/+^*, no differences were observed in populations of CD19+ and CD4+ cell lines between the *C3.Dll1^C413Y/+^* and wild-type littermates.

**Table 4:** Comparison of the variant phenotypes due to the *C3.Dll1^tm1Gos^* and *C3.Dll1^C413Y^* alleles.

Phenotyping screen	Parameters	Male *C3.Dll1^tm1Gos^* mutant/wt (%)	Male *C3.Dll1^C413Y^* mutant/wt (%)	Female *C3.Dll1^tm1Gos^* mutant/wt (%)	Female *C3.Dll1^C413Y^* mutant/wt (%)
Dysmorpho-logy	Body weight (g)	−19.9***	−9.0**	−12.9***	−14.9***
	Body length (cm)	−4.0*	−2.4*	−3.9***	−4.3***
*DEXA densitometry*	Bone mineral density (mg/cm^2^)	−9.9***	−9.7**	−4.5*	−8.2**
	Bone mineral content (mg)	−14.9^n.s.^	−12.9^n.s.^	−14.0**	−25.3*
	Fat mass (g)	−37.1*	−31.8*	−15.3^n.s.^	−52.2**
	Lean mass (g)	−12.8*	5.8^n.s.^	−12.7***	29.8*
Neurology	Locomotor acitivity (squares)	−14.9^n.s.^	45.8^n.s.^	−10.2^n.s.^	75.0^*^
Metabolism	Food consumption (g/day)	−7.0**	2.2^n.s.^	−22.5**	0^n.s.^
	Metabolized energy (kJ/g×day)	22.8***	12.9***	6.6^n.s.^	17.8***
Cardiovascular	Systolic pressure (mmHg)	10.8**	6.0^n.s^.	5.2^n.s.^	10.9*
	Diastolic pressure (mmHg)	10.8*	7.2^n.s.^	6.0^n.s.^	12.4*
	Mean arterial pressure (mmHg)	10.8*	6.8^n.s.^	5.7^n.s.^	12.0*
	Pulse (bpm)	−2.4^n.s.^	−2.0^n.s.^	−7.6*	−1.2^n.s.^
Clinical chemistry	Urea (mg/dl)	−11.2**	9.1**	−1.5^n.s.^	15.3***
	Cholesterol (mg/dl)	−16.2***	−8.8*	−4.6	−4.7^n.s.^
	Triglyceride (mg/dl)	−23.4**	−35*	−21.1*	−4.4^n.s.^

%: Difference of the means between mutant animals and wild-type in percent. *,**,*** indicates when in the statistical analysis the means were found to be significantly different with a probability of *<0.05. **<0.01 and ***<0.001, ^n.s.^ equals means not statistically significantly different.

## Discussion

The comprehensive investigation of *Dll1* haploinsufficiency reveals a complex phenotype, indicating that several biological processes are affected.

### Immunological phenotype

One of the most studied roles of Notch signaling in adult stages is its involvement in T/B-cell commitment (for review see [26], [27]). Despite a high number of studies, all mechanisms in this process still have not been elucidated. In particular, the role of the Notch ligands is less understood.

Hematopoietic stem cells of the bone marrow give rise to CLP, further proB cells, and immature B cells (in the case that Notch1 is inactive). These cells migrate to the spleen where differentiation occurs. Although we did not detect any differentially regulated gene in the spleen, the frequencies of B- and T-cell populations in the blood of heterozygous animals show a sex-dependent phenotype. As in wild-type mice of different strains under baseline conditions the frequency of T cells is generally higher in females [30], we could interpret our findings as a loss of sex-difference in the size of the T-cell compartment. Whether this might hind to a link of *Dll1* to sex-dependent regulatory mechanisms remains unclear.

Hozumi et al. [31] previously demonstrated that conditional ablation of *Dll1* in hematopoietic cells leads to a disappearance of the marginal zone in the spleen. In the spleen, type 1 transitional B-cells (B1) differentiate into follicular and marginal zone cells. Although not directly investigated, our data affirm the role of Delta-like 1 in B cell commitment and maturation.

The CD8αβ^+^ T cell blood profile of the mutant *Dll1* looks ambiguous. CD8αβ^+^ T cells are significantly increased in male animals but significantly decreased in heterozygous females. Consistent with findings for Notch signaling in lymphocyte development [26], [27] γδ-TCR^+^ cell numbers were not changed in homozygous mutants. Epigenetics has been identified as mechanism in T-cell lineage commitment [32], [33], and could therefore explain the ambiguous variant phenotype observed here.

Nevertheless, *Dll1* haploinsufficiency leads to alterations in the expression of genes, which are clearly linked to T cell differentiation and maturation. For example, *Apc* and *Bcl11b* are downregulated in the thymus. Both genes are essential in maintaining the DN3 checkpoint status, when the cell fate declines either to be αβ- or γδ-T cells [34]–[36]. 

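Apc, a regulator of beta-catenin, had a mean log2 ratio of -0.19 in thymus (SD 0.43, n = 4 mice) and was below 0 in 3 of 4 mice. Both of its rows lie in the last part of the table. The first was at -0.25 (SD 0.11) and below 0 in 4 of 4 mice (adjusted p = 0.86 from limma), and the second at -0.12 (SD 0.81). Bcl11b, a transcription factor of the T cell lineage, had -0.06 (SD 0.34, n = 4), with one row at 0.17 and the other at -0.29, so that its rows differed in sign. Without mouse 1 its mean was 0.09.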

In the DN3 stage, TCRβ allelic exclusion plays a pivotal role, which is initiated by the pre-TCR complex and controlled by Vβ gene rearrangements. Another gene of the Vβ cluster, *Tcrb-V13*, which is required for efficient Vβ gene rearrangements [37], was also downregulated. Additionally, two further genes, *CD8α* and *Ywhab*, which are associated with T cell differentiation processes [38], [39], were found to be downregulated in *Dll1* haploinsufficient animals.

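Ywhab, a 14-3-3 protein, has 3 named rows in thymus, at 0.15 (SD 0.51), -0.11 (SD 0.16) and -0.13 (SD 0.66, each n = 4 mice). Their mean was -0.03 (SD 0.41), below 0 in 2 of 4 mice, with 0.11 without mouse 1 and 0.05 without mouse 3, and none of the rows passed (smallest adjusted p = 0.862 from limma). Cd8a has no named row.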

The blood profile showed reduced CD4^+^ T-cell levels in heterozygous animals, which are significantly decreased only in females. Although a role for Notch signaling in CD8^+^-T versus CD4^+^-T commitment is already described [27], the specific role for Dll1 remains unclear. 

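Trip12, an E3 ubiquitin ligase, had a mean log2 ratio of 0.09 in whole thymus (SD 0.25, n = 4 mice), below 0 in 2 of 4 mice. Its 2 rows were at 0.11 (SD 0.35, n = 4) and -0.02 (SD 0.11, n = 3), with an adjusted p = 0.886 for the first and 0.974 for the second from limma. At the row numbers as listed in the probe table the mean would be -0.41.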

We found a downregulation of *Trip12* gene expression in thymocytes. *Trip12* is a hect-protein with possibly E3 ubiquitin ligase function [40]–[42]. It is already known, that Notch signaling is highly regulated by ubiquitinylation (for review see [43]). Recently it was shown that double mutants of *Notch* and *Itch*, another E3 ubiquitin ligase from the hect-family, display severely perturbed thymocyte development [44], [45]. The kind of interaction between *Trip12* and *Dll1* has to be elucidated.

In summary, the blood profile and the thymus transcriptomic data affirm an essential role for *Dll1* in lymphoid cell differentiation, maturation and function. *Dll1* haploinsufficiency of the whole organism induces rather a subtle phenotype and the functionality of the *Dll1^C413Y^* allele seems to be sufficient to maintain a normal network function. Probably *Dll1* haploinsufficiency has no immunological pathological consequences, unless the animals are subjected to an immunological challenge. This is in accordance with recent publication, where administration of Delta-Fc (Delta-like 1-immunoglobulin Fc fusion protein) to the lung had an impact on the inhibition of immunological responsiveness, but only in sensitized and challenge animals [46].

### Metabolic phenotype

*Dll1* haploinsufficiency leads to lighter and smaller mice with altered fat and lean mass ratio, higher energy uptake and metabolized energy when normalized to body weight. Hyperactivity seems not to be the reason for the higher energy expenditure. The hyperactive phenotype of *C3.Dll1^C413Y/+^* and *129.Dll1^tm1Gos/+^* females is probably related to a neurological phenotype that should be investigated in detail elsewhere.

Increased blood pressure in haploinsufficient animals may be explained by increased energy demands. Although we did not determine the basal metabolic rate, clinical-chemical parameters in plasma and liver transcriptomic analysis indicate that *Dll1* haploinsufficiency causes alterations of the entire metabolism. The downregulation of genes in the liver is most likely caused by external signals since *Dll1* itself is not expressed in this organ [31], [47]. Thus, the downregulated genes found must be a consequence of signals coming from outside the liver.

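In liver, Dll1 had a value in at least 3 mice at 1 of its 2 rows, which lies in the last part of the table. The mean log2 ratio there was below 0 in 2 of 3 mice (SD 0.67, adjusted p = 0.921 from limma). Genes of the Notch pathway and its targets showed no joint shift in this organ (-0.06, 18 of 32 genes below 0, 3 of 4 mice below 0, adjusted p = 0.605 from camera), with 0 of 43 rows past the threshold over all rows and 1 when adjusted over the list alone. Adam10, a protease that cleaves Notch and its ligands, had -0.15 (SD 0.12, n = 4 mice) and was below 0 in 4 of 4 mice (adjusted p = 0.931 from limma). A ratio gives no level of expression of Dll1 in liver.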

Total protein levels in blood plasma were significantly reduced in *Dll1* mutants. For example, the plasma concentration of transferrin, one of the main plasma proteins, was decreased due to *Dll1* haploinsufficiency. Interestingly, nearly all examined immunoglobulins were significantly reduced only in female mutants. The reduction of total protein levels in plasma is subtle and mainly due to the reduction of selected proteins and not caused by a liver disease since the levels of the enzymes alanine-aminotransferase and aspartate-aminotransferase were not altered.

The transcriptional levels of cystathionase (*Cth*) and betaine-homocysteine methlytransferase (*Bhmt*), two enzymes involved in amino acid metabolism, were altered. 

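Cth, the cystathionase of the transsulfuration pathway, had a mean log2 ratio of -0.36 in liver (SD 0.69, n = 4 mice, adjusted p = 0.921 from limma). It was below 0 in 3 of 4 mice, from -1.25 to 0.35. The sign depended on the dye, with 0.23 from the mutant RNA in Cy5 alone and -0.96 in Cy3 alone, and without mouse 4 the mean was -0.07. The 13 genes of methionine and homocysteine metabolism had a shift of -0.04 (6 below 0, in 2 of 4 mice, adjusted p = 0.932 from camera). Bhmt has no named row.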

Cth catalyzes one step in the reactions from homocysteine to cysteine; Bhmt creates methionine from homocysteine. Alterations in the function of both enzymes have been described to alter homocysteine levels [48]–[50]. We hypothesize that a reduction in these transcript levels leads to a reduction of homocysteine levels in plasma rather than to an altered protein metabolism. Consistent with reports on the influence of altered homocysteine levels on bone stability [51], [52] we found a reduced bone mineral density in *Dll1* haploinsufficient animals. Recently it was reported that homocysteine is able to modulate Notch1 function by interacting with cystein bonds in the Notch receptor [50]. Since the Delta-like 1 does not possess cysteine-rich regions the link between the Notch ligand and homocysteine might be indirect.

*Dll1* haploinsufficiency alters also the lipid metabolism. For example, triglycerides and cholesterol are decreased in plasma of *Dll1^tm1Gos/+^* animals. Reduced triglycerides may indicate subtle alterations in lipid handling. *Cyp2c70*, downregulated in the liver of *Dll1* mutants, is involved in linolenic and arachidonic acid metabolism. 

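Cyp2c70 had a mean log2 ratio of -0.20 in liver (SD 0.33, n = 4 mice, adjusted p = 0.926 from limma). All 4 mice were below 0, 3 of them between -0.05 and -0.02 and mouse 2 at -0.69. At the row numbers as listed in the probe table its mean would be 0.60. The 14 genes of cytochrome P450 and xenobiotic metabolism had a shift of -0.03 (8 below 0, in 2 of 4 mice, adjusted p = 0.932 from camera).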

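Hmgcs1, the cytosolic synthase that makes HMG-CoA for the mevalonate pathway, had a mean log2 ratio of -0.68 in liver (SD 0.30, n = 4 mice), with the ratios read as mutant over pool. Its mean was 0.16 (SD 0.30, 1 of 4 mice below 0) when they are read as Cy5 over Cy3. The 4 mice lay between -0.98 and -0.26. Both of its rows were below 0 in every mouse, at -0.75 (SD 0.43) and -0.61 (SD 0.31), with an adjusted p = 0.921 for each from limma, so neither passed. On a linear scale the mean is a fold of -1.60, written as minus the inverse of the ratio. At the row numbers as listed in the probe table, its mean would be -0.10.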

Of more interest is the downregulation of *Idi1* and *Hmgcs1*, two genes which encode for enzymes involved in cholesterol biosynthesis [53], [54]. Interestingly, low levels of cholesterol leads to high expression of *Adam10*, coding for a protease also known as Kuzbanian, which is essential for Notch activation [55]. Moreover, when *Adam10* is not expressed *Dll1* is overexpressed [56]. Recently, it has been shown that cholesterol is a modulator of γ-secretase activity, and therefore modulates Notch signaling as well [57]. Our results suggest a reciprocal regulation. A decrease in *Dll1* gene expression leads to low cholesterol levels via transcriptional regulation.

Previously, we presented six lines out of our modifier screen with either high cholesterol or transferrin or total protein levels or with altered T- and B-cell patterns, that were all linked to *Dll1* haploinsufficiency [14]. Further studies on these lines will lead to the discovery of several Notch-signaling suppressors.

### Skeletal phenotype

*Dll1* haploinsufficiency leads to a reduction in femoral and whole-body bone mineral density as well as bone mineral content. The role of Notch-signaling pathway components in bone remodeling is known [58]. A close relationship between body weight and bone mass was reported for humans. It was also shown that bone mineral density correlates with metabolic rate and that there is a close connection between lean mass and bone mineral density [59]–[64]. Recent studies in mice demonstrate a reciprocal hormonal link between energy metabolism and bone remodeling [65], [66]. In conclusion, the reduced bone mineral density and bone mineral content in *Dll1* mutants is most probably caused by a reduced body size and an altered metabolic rate.

Cordes *et al.* reported about homeotic transformations with incomplete penetrance in the cervical region of heterozygous *Dll1* mutants [67]. Here we did not observe any alterations in the number of vertebrae linked to *Dll1* haploinsufficiency, due to the small number of animals studied.

### EGF-repeat dependent phenotype

The exchange of an amino acid in the 6^th^ EGF-repeat of the Delta-like 1 protein (C413Y) leads to a phenotype that is, except for alterations in the B- and T-cell patterns, almost identical to the complete loss of an entire *Dll1* allele. The fact that at least a few homozygous *C3.Dll1^C413Y/C413Y^* mutants were born suggests variable doses of functional Delta-like 1 protein.

### Proteolysis mediated Notch signaling regulation

The Notch signaling pathway is mediated by proteolysis and does not seem to be mediated by second messengers (for review see [2]). But some questions remain open. So it is still unclear which E3 ubiquitin ligase monoubiquitinates Notch prior to γ-secretase cleavage [3]. We have already mentioned that *Dll1* haploinsufficiency leads in the thymus to downregulation of a protein that shows E3 ubiquitin ligase function, *Trip12*. However, this is not the only gene found to be downregulated that belongs to the ubiquitin machinery. For example, *Siah1*, which belongs to the E3 ubiquitin ligase complex, is known to promote degradation of Numb, and thereby leads to activation of Notch [68]–[71]. 

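The list of E3 ubiquitin ligases and cullins showed no joint shift in liver (0.02, 5 of 16 genes below 0, in 2 of 4 mice, adjusted p = 0.932 from camera in limma) or in thymus (0.03, 8 of 16 below 0, in 2 of 4 mice, adjusted p = 0.813). None of its rows passed over all rows or adjusted over the list alone in either organ (0 of 36 and 0 of 35 rows). Cul2, a cullin scaffold whose row lies in the last part of the table, had a value in only 2 mice in liver, at -0.49 and 1.84, and a mean of -0.33 with the mutant RNA in Cy3 alone. Proteasome genes had a shift of -0.08 in liver (19 of 31 below 0, in 3 of 4 mice, adjusted p = 0.138).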

Cul2, another protein of the E3 ubiquitin ligase complex, degrades HIF-1α, whose interaction with NICD leads to transcriptional activation of Notch targets [72]–[74]. As Notch signaling is fine-tuned by different proteases, it can be regulated also by proteases inhibitors. Here we found that due to *Dll1* haploinsufficiency three of the 14 components of the human SERPINA3 (α_1_-antichymotrypsin) homolog cluster were downregulated, *Serpina3c*, *Serpina3h* and *Serpina3k*. 

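With the ratios read as mutant over pool, the serpin list, which covers the Serpina3 cluster and other serpins, lay below the other genes in liver. It was shifted by -0.17 on the log2 scale (standard error 0.11, below 0 in 3 of 4 mice, adjusted p = 0.0388 from camera in limma), and 8 of 9 genes were below 0. With an estimated correlation the adjusted p was 0.961, and without mouse 4 the shift was -0.08 (adjusted p = 0.947). The shift was 0.22 (adjusted p = 0.169) when read as Cy5 over Cy3. Its members with the largest ratios were Serpina6, which encodes the corticosteroid-binding globulin, at -0.29 (SD 0.33, n = 4 mice), the alpha-1-antitrypsin genes Serpina1e at -0.23 (SD 0.25) and Serpina1d at -0.22 (SD 0.24), and Serpinf1 at -0.18 (SD 0.30). None passed over all rows or adjusted over the list alone (0 of 9 rows). Serpina3c, Serpina3h and Serpina3k have no named row, so the list gives no value for them. With the mutant RNA in Cy5 the shift was 0.06 and with it in Cy3 -0.39.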

Other components of the cluster were not found to be differentially regulated, like *Serpina3a and Serpina3g*. *Serpina3h* and *Serpina3k* probably encode protease inhibitors, whereas *Serpina3c* is more likely an ortholog of kallistatin in humans [75]. Kallistatin is known to have an influence on blood pressure [76], [77].

Taken together, *Dll1* haploinsufficiency leads to a downregulation of selected genes that could function as modulators of the Notch signaling pathway, probably due to feedback mechanisms in maintaining the fine-tuning of this signaling network.

### Link to Wnt signaling

Interactions between Notch and Wnt signaling were first uncovered in the developing wing disc of the fly (for review see [78]). In vertebrates, mutually dependent interactions between Notch and Wnt signaling have been described in several processes like somitogenesis or T-cell development [26], [78]. Wnt signaling activates usually the expression of Notch ligands. The recurrence of this regulatory relationship is higher than the occurrence of regulation in two distinct interacting networks, suggesting that probably Wnt and Notch signaling devices are part of an integrative system called ‘Wntch’ [78]. It is not the aim of this study to investigate this hypothesis. Nevertheless, we detected in this work a relation between the Notch signaling and the Wnt signaling pathway. The two genes, *Apc* and *Siah1*, which were found to be downregulated in *Dll1* mutants, are known to act via β-catenin and by extension on Wnt signaling [34], [35], [70].

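Siah1a, an E3 ubiquitin ligase, had a mean log2 ratio of 0.08 in liver (SD 0.45, n = 3 mice, adjusted p = 0.973 from limma), below 0 in 2 of 3 mice. It had -0.17 with the mutant RNA in Cy5 alone and -0.17 without mouse 2. Its row lies in the last part of the table, and at the row numbers as listed its mean would be -1.78 (2 mice). Genes of Wnt signalling showed no joint shift in liver (-0.01, 10 of 16 genes below 0, in 2 of 4 mice, adjusted p = 0.932 from camera) or in thymus (-0.10, 10 of 17 below 0, in 3 of 4 mice, adjusted p = 0.79).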

### Conclusion

*Dll1* haploinsufficiency leads to a complex phenotype with several biological processes altered. These alterations emphasize the importance of *Dll1* mainly in metabolism, energy balance and in immunology. The *Dll1* haploinsufficient animals are smaller, lighter, with altered fat to lean ratio and have an increased blood pressure and a slight bradycardia. At the immunological level a subtle phenotype is observed due to the effects and fine-tuning of the signaling network at different levels of differentiation, proliferation and function of lymphocytes. Moreover, the importance of the proteolytic regulation of the Notch signaling network is emphasized.

## Materials and Methods

### Mice

Mice were housed and handled according to the federal animal welfare guidelines and all the animal studies were approved by the state ethics committee. Mouse husbandry was conducted under a continuously controlled specific pathogen-free (SPF) hygiene standard according to the Federation of European Laboratory Animal Science Associations (FELASA). For this study we used mice carrying the *Dll1^tm1Gos^* allele on a 129X1/SvJ background [15], and these mice were outcrossed 11 generations to wild-type C3HeB/FeJ mice. The mutant line was further maintained by mating between siblings. The *C3.Dll1^C413Y/+^* mutant line was isolated from an ENU mutagenized combined sperm and genome archive by sequencing the *Dll1* coding region [29]. Phenotypic screening was performed by comparing heterozygous mice with the same number of age- and sex-matched littermate controls [20]. Mice were genotyped for the *Dll1*-*LacZ* insertion as described elsewhere [14]. The isogenicity of the *Dll1^tm1Gos^* in the C3HeB/FeJ background was evaluated with the SNP panel developed at our institute for linkage analysis as described elsewhere [14].

### Metabolic screen

At the age of 17 to 19-weeks wild-type and heterozygous Dll1^tm1Gos^ mutants entered the metabolic screen in the GMC, and were analyzed as described previously [79]–[81]. In the primary screen mice were single-caged and fed ad libitum for a period of 14 days. The following parameters were measured: body weight, food consumption (F_con_), rectal temperature (T_re_), daily faeces production (Fec), energy uptake (E_up_), energy content of the faeces (E_fec_), metabolizable energy (E_met_) and food assimilation coefficient (F_ass_). In the tertiary screen the body composition was analyzed. At a mean of 31 weeks of age the animals were killed, weighed and the gastrointestinal tract was removed. Body composition was determined by drying the dissected carcass, weighing the dry carcasses and fat mass was determined by extracting the lipids using a refluxing Soxhlet apparatus with petrol ether as solvent for 16 hours [82]. The post extraction dry mass was determined. Lean mass was calculated as the carcass weight minus the fat mass.

### Cardiovascular screen

At the age of 14 weeks the mice entered the cardiovascular screen of the GMC [83]. Blood pressure was measured in conscious mice with a non-invasive tail-cuff method using the MC4000 Blood pressure Analysis Systems (Hateras Instruments Inc.). Pulse detection, cuff inflation and pressure evaluation were automated by the system software. At least 20 to 48 individual measurements were pooled to obtain a mean over the four measurements days for each animal. The electrocardiogram analysis (ECG) was performed in isoflurane-anesthetized mice by the use of three metal bracelets on the joints of the feet. Positioning on the front paws and the left hind-paw allows the recording of the bipolar standard limbs I, II, and III and the augmented unipolar leads AVF, AVR and AVL. The ECG was recorded for seven minutes. In the quantitative ECG analysis sets of 5 analyzed beats were averaged for each animal. The shape analysis of the ECG traces was performed with the software ECG-auto (EMKA technologies).

### Clinical chemistry screen

Blood samples were obtained from 12-week-old mice by puncturing the retro-orbital sinus under anesthesia [84]. Plasma was separated by centrifugation (10 min, 4656×g; Biofuge, Heraeus; Hanau, Germany) diluted 1∶2 with deionized water and analyzed in the GMC for clinical chemistry parameters. The 20 parameters measured cover a broad spectrum suitable to investigate alterations in metabolism, organ function and electrolyte homeostasis. In detail the electrolytes sodium, potassium, total calcium, chloride and inorganic phosphorus; total protein in plasma and the proteins ferritin and transferrin; the metabolites creatinine, urea, uric acid, cholesterol, triglycerides and glucose; and the enzymes creatine kinase, alanine-aminotransferase (ALT), aspartate-aminotransferase (AST), alkaline phosphatase, α-Amylase and lipase were analyzed. The parameters were analyzed using an Olympus AU 400 autoanalyzer and adapted reagents from Olympus (Hamburg, Germany), as described elsewhere [85]. The results presented here include individuals investigated under the same analytical conditions.

### Immunology screen

A fraction of the blood sample taken at 12 weeks of age was separated to analyze immunological parameters using ELISA and flow cytometry, as described previously [86]. The following main cell populations were analyzed by flow cytometry: B cells (CD19^+^ clone 1D3), B1 B cells (CD19^+^CD5^+^, clone 53-7.3), B2 B cells (CD19^+^CD5^−^), T cells (CD3^+^, clone 145-2C11), CD4^+^ T cells (clone RM4-5), CD8^+^ T cells (CD8α, clone 53-6.7; CD8β, clone H35-17.2), γ/δT cells (clone GL3), granulocytes (Gr-1^+^, clone RB6-8C5), and NK cells (CD49b^+^, clone DX5). Data were acquired on a LSR II flow cytometer (Becton Dickinson, USA) and were analyzed using FlowJo software (TreeStar Inc, USA). All samples were acquired until a total number of 30,000 cells were reached.

The plasma levels of IgM, IgG_1_, IgG_2a_, IgG_2b_, IgG_3_, and IgA were determined simultaneously in the same sample using a bead-based assay with monoclonal anti-mouse antibodies conjugated to beads of different color regions (Biorad, USA), and acquired on a Bioplex reader (Biorad). The presence of rheumatoid factor and anti-DNA antibodies was evaluated by indirect ELISA with rabbit IgG (Sigma-Aldrich, Steinheim, Germany) and calf thymus DNA (Sigma-Aldrich), respectively, as antigens and AP-conjugated goat anti-mouse secondary antibody (Sigma-Aldrich). Serum samples from MRL/MpJ-Tnfrsf6^lpr^ mice (Jackson Laboratory, Bar Harbor, USA) were used as positive controls in the autoantibody assays.

### Dysmorphology screen

The animals were checked for general condition and health at the age of 5 weeks when entering the GMC. At the age of nine weeks mice were subjected to morphological observation following the protocol described previously [87]. Growth, weight, body size, eye, coat hair growth, coat hair texture, hair follicle structure and orientation, skin pigmentation, skin texture and condition of vibrissae, limbs, digits, tail, teeth, ear morphology, musculature, seizures and epilepsy, motor capabilities and coordination, movement, feeding and drinking behavior, respiratory system, reproductive system or other abnormalities in the body morphology were investigated. X-ray analysis, as well as DEXA scans were performed at the age of 16 weeks. For the X-ray analysis animals were analyzed with the Faxitron X-ray Model MX-20 (Specimen Radiography System, USA). To check bone density alterations the mice were investigated with the pDEXA Sabre X-ray Bone Densitometer (Norland Medical Systems. Inc., UK).

### Molecular phenotyping

At the age of 16 weeks five wild-type and five heterozygous *Dll1^tm1Gos/+^* mutants were killed between 9 and 12 am by carbon dioxide and gene expression in liver, spleen, thymus and brain was analyzed as described previously [24]. Briefly, RNA was extracted using the RNeasy Midi kit (Quiagen) following the manufacturer's instructions. For each cDNA array, 15 µg of total RNA were used for reverse transcription and indirect labeled with the fluorescent dyes. Cy3 or Cy5 (Amersham Biosciences, Freiburg, Germany), according to a modified TIGR protocol [88]. In total our cDNA chips contains 20355 spotted sequences (for a full description see GEO database GPL3697). All experiments were submitted to the GEO database: GSE11867. After hybridization the dried slides were scanned with a GenePix 4000A microarray scanner, and the images were analyzed using the GenePix Pro 6.0 image processing software (Axon Instruments). Statistical analyses were performed using TM4 microarray suite [24], [89].

### Data analysis

For biological interpretation of the data the software tools MetaCore™ (GeneGo Inc., St. Joseph, MI, USA) and BiblioSphere PathwayEdition™ Genomatix Software GmbH, Munich, Germany) were used. The databases Mouse Genome Informatics (MGI, The Jackson Laboratory, USA), MapViewer (NCBI, USA), GeneCards® (Weizmann Institute of Science, Israel), The Kyoto Encyclopedia of Genes and Genomes (KEGG, Kanehisa Laboratories, Japan) and The Comprehensive Enzyme Information System (BRENDA, TU Braunschweig, Germany) were used to further interpret the biological meaning of the data.

### Statistical analyses

All statistical tests were performed using either the software package GraphPad Prism 4.01 (GraphPad Software, USA) or the R Version 2.7.0 for Windows provided by the R Foundation of Statistical Computing. Outliers defined as those falling outside the 25^th^ or 75^th^ quantile and 1.5 times the interquantile range were discarded. The distribution of the data was assessed using the Shapiro-Wilk normality test. The variances were compared using the Levene Test. Samples with continuous data were compared using the two-sample unpaired t-test or the Mann-Whitney test. Samples with categorical data where compared using the Fisher's Exact Test or the Chi-square Test.

## Supporting Information

Table S1 (0.05 MB DOC)

Table S2 (0.04 MB DOC)

Table S3 (0.06 MB DOC)

# Supplementary material for: Dll1 Haploinsufficiency in Adult Mice Leads to a Complex Phenotype Affecting Metabolic and Immunological Processes
**Source:** PLoS One. 2009 Jun 29;4(6):e6054. doi: 10.1371/journal.pone.0006054
**Supplement:** Table S1 — (0.05 MB DOC)

**Table S1.** Body weight and composition parameters in heterozygous *C3.Dll1tm1Gos/+* animals and wild-type littermates.

| **Phenotyping screen** | **Sex** | **Parameter** | ***C3.Dll1+/+*** | ***C3.Dll1tm1Gos/+*** | ***P-value*** |
| --- | --- | --- | --- | --- | --- |
| **Weight in F1 populationa)** | Male | Weight at 6 weeks old | 22.21  1.78 | 19.53  2.10 | < 0.0001*** |
|  |  | Weight at 8 weeks old | 25.65  2.20 | 22.57  1.86 | < 0.0001*** |
|  |  | Weight at 10 weeks old | 27.77  2.48 | 24.64  2.38 | < 0.0001*** |
|  |  | Weight at 12 weeks old | 29.44  2.67 | 26.28  2.52 | < 0.0001*** |
|  |  | Weight at 15 weeks old | 31.04  3.16 | 26.30  3.04 | < 0.0001*** |
|  | Female | Weight at 6 weeks old | 19.08  1.70 | 16.09  1.71 | < 0.0001*** |
|  |  | Weight at 8 weeks old | 21.80  2.08 | 18.06  1.89 | < 0.0001*** |
|  |  | Weight at 10 weeks old | 23.90  2.49 | 20.60  2.38 | < 0.0001*** |
|  |  | Weight at 12 weeks old | 25.38  2.83 | 21.32  2.16 | < 0.0001*** |
|  |  | Weight at 15 weeks old | 28.13  4.08 | 23.04  3.31 | < 0.0001*** |
| ***DEXA densitometryb)*** | Male | Body weight (g) | 33.52  2.58 | 26.86  1.71 | < 0.0001*** |
|  |  | Fat mass (units) | 10.33  4.30 | 6.49  1.44 | 0.021* |
|  |  | Fat content (units100/g) | 0.30  0.14 | 0.24  0.05 | 0.14 |
|  |  | Lean mass (units) | 19.91  3.01 | 17.36  1.26 | 0.029* |
|  |  | Lean content (units100/g) | 0.60  0.12 | 0.65  0.05 | 0.26 |
|  | Female | Body weight (g) | 28.96  2.10 | 25.22  1.47 | 0.000297*** |
|  |  | Fat mass (units) | 7.92  1.99 | 6.71  2.13 | 0.21 |
|  |  | Fat content (units100/g) | 0.27  0.05 | 0.26  0.07 | 0.79 |
|  |  | Lean mass (units) | 17.45  0.79 | 15.24  1.29 | 0.00037*** |
|  |  | Lean content (units100/g) | 0.61  0.05 | 0.61  0.07 | 0.95 |

Values displayed as mean  SD. *P-value* calculated performing unpaired t-test when samples normally distributed and with equal variances, if not Mann-Whitney test performed*:* * < 0.05, ** <0.01, *** <0.001.

a) The F1 generation was obtained after crossing C3H ENU mutagenized males (3  90 mg /kg body weight) with heterozygous *C3.Dll1lacZ/+* females

b) Body composition parameters were measured at 16 weeks of age in the dysmorphology unit at the GMC.

# Supplementary material for: Dll1 Haploinsufficiency in Adult Mice Leads to a Complex Phenotype Affecting Metabolic and Immunological Processes
**Source:** PLoS One. 2009 Jun 29;4(6):e6054. doi: 10.1371/journal.pone.0006054
**Supplement:** Table S2 — (0.04 MB DOC)

**Table S2.** Metabolic parameters from heterozygous *129.Dll1tm1Gos/+* animals and wild-type littermates during 2-weeks feeding *ad libitum*.

| **Sex** | **Parameter** | ***129.Dll1+/+*** | ***129.Dll1tm1Gos/+*** | **P-value** |
| --- | --- | --- | --- | --- |
| Male | Body weight (g) | 30.51  2.08 | 27.90  1.47 | 0.025* |
|  | Food consumption (g/day) | 3.54  0.48 | 3.45  0.56 | 0.75 |
|  | Energy uptake BW-1 (kJ/dayg) | 2.14  0.91 | 2.28  0.29 | 0.33 |
|  | Feces (g/day) | 0.76  0.07 | 0.73  0.10 | 0.66 |
|  | Metabolized energy (kJ/day) | 51.91  7.53 | 50.95  8.86 | 0.84 |
|  | Metabolized energy BW-1 (kJ/dayg) | 1.70  0.19 | 1.82  0.25 | 0.34 |
|  | Body weight decrease after 2 days fasting (%) | 17.60  1.53 | 21.48  2.02 | 0.0022** |
| Male | Body weight (g) | 23.70  1.33 | 21.74  1.36 | 0.018* |
|  | Food consumption (g/day) | 3.01  0.23 | 3.06  0.24 | 0.74 |
|  | Energy uptake BW-1 (kJ/dayg) | 2.34  0.14 | 2.59  0.10 | 0.002** |
|  | Feces (g/day) | 0.58  0.05 | 0.56  0.05 | 0.62 |
|  | Metabolized energy (kJ/day) | 45.39  3.73 | 46.54  3.81 | 0.58 |
|  | Metabolized energy BW-1 (kJ/dayg) | 1.92  0.11 | 2.14  0.08 | 0.001** |
|  | Body weight decrease after 2 days fasting (%) | 12.12  2.05 | 13.52  2.16 | 0.24 |

Values displayed as mean  SD. *P-value* calculated performing unpaired t-test when samples normally distributed and with equal variances, if not Mann-Whitney test performed*:* * < 0.05, ** <0.01, *** <0.001.

# Supplementary material for: Dll1 Haploinsufficiency in Adult Mice Leads to a Complex Phenotype Affecting Metabolic and Immunological Processes
**Source:** PLoS One. 2009 Jun 29;4(6):e6054. doi: 10.1371/journal.pone.0006054
**Supplement:** Table S3 — (0.06 MB DOC)

**Table S3.** Clinical chemical parameters from fed heterozygous *C3.Dll1tm1Gos* animals and wild-type littermates.

| Sex | Parameter | ***C3.Dll1+/+*** | ***C3.Dll1tm1Gos/+*** | ***P-value*** |
| --- | --- | --- | --- | --- |
| Male | Sodium (mmol/l) | 148.57  3.08 | 148.40  3.56 | 0.89 |
|  | Potassium (mmol/l) | 4.67  0.24 | 4.51  0.34 | 0.14 |
|  | Calcium (mmol/l) | 2.39  0.05 | 2.35  0.09 | 0.17 |
|  | Cl (mmol/l) | 107.86  1.99 | 107.35  2.46 | 0.54 |
|  | Phosphorous (mmol/l) | 1.71  0.20 | 1.92  0.27 | 0.029* |
|  | Total Protein (g/dl) | 5.31  0.20 | 5.07  0.25 | 0.00671** |
|  | Creatinine (mg/dl) | 0.35  0.03 | 0.35  0.03 | 0.56 |
|  | Urea (mg/dl) | 54.49  5.06 | 48.48  4.71 | 0.0027** |
|  | Uric acid (mg/dl)1 | 1.58  0.25 | 1.29  0.26 | 0.0052** |
|  | Cholesterol (mg/dl) | 151.86  9.98 | 128.19  10.55 | <0.0001*** |
|  | Triglyceride (mg/dl) | 180.51  37.17 | 138.24  39.63 | 0.0064** |
|  | Creatine kinase (U/l)1 | 83.14  72.38 | 279.15  428.42 | 0.10 |
|  | ALT (U/l) | 19.57  5.93 | 14.40  5.41 | 0.0208* |
|  | AST (U/l) | 16.86  2.91 | 21.60  12.77 | 0.18 |
|  | Alkaline phosphatase (U/l) | 80.86  4.75 | 84.93  5.85 | 0.05 |
|  | -Amylase (U/l) | 1956  98.10 | 1750.67  111.62 | <0.0001*** |
|  | Glucose (mg/dl) | 140.67  27.09 | 164.49  20.51 | 0.012* |
|  | Ferritin (ng/dl) | 22.93  6.72 | 22.89  4.96 | 0.99 |
|  | Transferrin (mg/dl) | 138.66  3.97 | 129.11  4.87 | <0.0001*** |
|  | Lipase (U/l) | 52.68  2.61 | 52.07  6.01 | 0.72 |
| Female | Sodium (mmol/l) | 148.80  1.97 | 146.71  2.02 | 0.0089** |
|  | Potassium (mmol/l) | 4.47  0.27 | 4.37  0.22 | 0.31 |
|  | Calcium (mmol/l) | 2.43  0.07 | 2.39  0.05 | 0.09 |
|  | Cl (mmol/l) | 111.25  1.95 | 108.34  1.71 | 0.00022*** |
|  | Phosphorous (mmol/l) | 1.37  0.20 | 1.46  0.25 | 0.33 |
|  | Total Protein (g/dl) | 5.04  0.31 | 4.51  0.20 | <0.0001*** |
|  | Creatinine (mg/dl) | 0.36  0.02 | 0.37  0.02 | 0.88 |
|  | Urea (mg/dl) | 60.84  6.80 | 59.91  7.18 | 0.72 |
|  | Uric acid (mg/dl)1 | 1.34  0.25 | 0.99  0.23 | 0.00068*** |
|  | Cholesterol (mg/dl) | 112.21  10.35 | 107.00  9.26 | 0.16 |
|  | Triglyceride (mg/dl) | 234.24  70.38 | 184.77  49.19 | 0.038* |
|  | Creatine kinase (U/l)1 | 90.24  78.86 | 247.64  296.13 | 0.074 |
|  | ALT (U/l) | 17.73  6.27 | 16.29  6.07 | 0.53 |
|  | AST (U/l) | 21.60  3.22 | 25.00  13.21 | 0.36 |
|  | Alkaline phosphatase (U/l) | 115.73  11.51 | 120.71  14.39 | 0.31 |
|  | -Amylase (U/l) | 2042.27  137.40 | 1880  215.69 | 0.021* |
|  | Glucose (mg/dl) | 137.63  17.97 | 137  22.59 | 0.93 |
|  | Ferritin (ng/dl) | 21.20  5.24 | 21.76  6.98 | 0.81 |
|  | Transferrin (mg/dl) | 150.93  3.01 | 142.17  5.72 | <0.0001*** |
|  | Lipase (U/l) | 59.84  5.63 | 62.48  3.54 | 0.14 |

Values displayed as mean  SD.1To perform the statistical analysis these parameters were transformed by calculating the logarithm to avoid skewness of the data. *P-value* calculated performing unpaired t-test when samples normally distributed and with equal variances, if not Mann-Whitney test performed*:* * < 0.05, ** <0.01, *** <0.001.

How the deposited data were processed for this re-analysis (not part of the article)

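Expression in brain, liver, spleen and thymus of 4 heterozygous Dll1 mice was measured on dual-colour cDNA arrays against a pool of wild-type RNA of the same organ. The sample labels name the organ, the mouse and the dye of each RNA. Each mouse was measured on 2 arrays with the dyes swapped, except for thymus of mouse 2, which has 1 array. This gives 31 arrays, 8 each for brain, liver and spleen and 7 for thymus. The labels do not name the allele, and they differ from the paper in the number of mice, their age and the amount of RNA. The paper cites another series record and platform, so it is not certain that the samples are the same.

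The authors scanned and quantified the slides with GenePix and deposited 1 log2 ratio per spot and array. The base of the logarithm is taken from the column heading of Table 3. Neither the paper nor the labels give the normalization, the filter on weak spots or the direction of the ratio, and the single-channel intensities were not used, so signal over background is not known. No normalization was added to the deposited values. Values beyond 12 in size, which repeat a single extreme value on each array, were treated as missing. The direction was to be read from the correlation of the 2 dye-swapped arrays of a mouse. That correlation was near 0 and did not settle it. The signs of the extreme values are as regular under either reading and do not settle it. The ratio was taken as mutant over pool, a choice made after the data were examined and first from those signs. The basis left for it is that the labels list the mutant RNA as channel 1 and the pool as channel 2 on every array and that Table 3 gives ratios of mutant against wild-type animals. Correlations between arrays of different organs also go with it, without excluding Cy5 over Cy3. They go as well with pool over mutant, which was not run and would turn every sign. A reading as Cy5 over Cy3 was run as an alternative.

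Rows of the deposited table carry numbers, and a probe table gives genes for 12771 probes. The numbers as listed did not bring probes of the same gene together. Displacements up to 300 places were examined in both directions after this was seen, together with wider explorations, and each row took the gene listed 11 places before it. All Entrez IDs of the 12760 named rows were found in the reference table of mouse genes. The naming is inferred, it is uncertain in the last 1040 rows, and names at the numbers as listed were run as an alternative.

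The ratios of the 2 arrays of a mouse were averaged where both had a value, and a mouse counted as 1 replicate. The lone array of thymus mouse 2 was corrected, for each row, by the dye effect of the other 3 mice, taken as their mean difference between the orientations divided by 2. Rows with a value in at least 3 mice were tested against a ratio of 0 in each organ with limma 3.58.1 in R 4.3.3 (a fit with an intercept only and empirical Bayes moderation), adjusted by Benjamini-Hochberg over the rows of the organ at a threshold of 0.05. The pool is 1 control sample, and the spread of the wild-type mice is not part of the test. Liver was compared with thymus, and thymus with spleen, by the same method on the ratios of the mice. Other tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

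Gene lists of pathways and of cell type markers, 48 in all, were fixed before the data were examined. They were tested with limma's camera at a preset correlation of 0.01 on the means over the rows of a gene, for genes with a value in every mouse and lists with at least 4 such genes. The adjustment covered all lists of an organ. The shift of a list is its mean log2 ratio less that of all other genes, and its standard error is taken over mice. The lists of genes that the study reports were chosen by the study, whether on these very samples is not certain, and they are no independent evidence.

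Genes are named by a rule set before the data were examined, after the values of Table 3 had been seen. It takes every gene of Table 3 and the other genes that the paper discusses with the arrays, rows past the threshold, the 5 named rows with the smallest p in each direction where fewer pass, and up to 4 members of a reported list with the largest mean ratio in size.

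Alternatives set before the data were examined were leaving out each mouse, a fit of the arrays with a dye term, centring and scaling of the arrays, other filters on missing values, a spread shared by the 4 organs, robust moderation, SAM over arrays at a false discovery rate of 0.05, a one-sample test over mice, each dye orientation alone for single rows, means over the rows of a gene, an estimated correlation or fry for the lists, and mice as blocks for the comparisons of organs. Alternatives added after the data were seen kept the extreme values or lone values, read the ratios as Cy5 over Cy3, took names at the numbers as listed, and tested the lists in each dye orientation alone. The fit was also tested on simulated data in which 200 rows of each organ were changed. The number of mice limits the precision of every ratio.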

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

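The tests of the lipid synthesis genes in liver and of the numbering of the rows, the lists in each dye orientation alone, and the reading as Cy5 over Cy3 were chosen only after the results were seen. The test of the respiratory chain genes was set before its result was seen.

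Cyp2c70 in liver had a ratio of -0.69 in mouse 2, far from the other 3 mice. Of 37 groups of 4 mice examined it was the only one past the limit of Dixon's test for 4 values, and chance gives about 1 in 20 such groups.

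Some gene lists differed between organs in the ratio of heterozygous mice over the pool, by camera with a preset correlation. Liver less thymus gave -0.19 for nuclear genes of oxidative phosphorylation (adjusted p = 0.00694), -0.38 for bile acid synthesis and transport (adjusted p = 0.0249) and -0.26 for cholesterol biosynthesis (adjusted p = 0.0249). Thymus less spleen gave 0.47 for oxidative phosphorylation (adjusted p = 1.17e-05), 0.59 for B cell markers and 0.39 for the proteasome (adjusted p = 0.000702 for each), 0.44 for splicing factors and RNA processing (adjusted p = 0.00149), 0.44 for the unfolded protein response (adjusted p = 0.0417) and 0.59 for markers of exocrine pancreas (adjusted p = 0.0431). With mice as blocks the adjusted p was 3.76e-05 to 0.0363 over these 9 lists. With an estimated correlation none passed (adjusted p = 0.518 to 0.988). Under the reading as Cy5 over Cy3 none of the 9 passed (adjusted p = 0.154 to 0.944), and 4 other lists were higher in liver than in thymus, such as cytochrome P450 (0.40, adjusted p = 1.6e-05) and plasma proteins (0.34, adjusted p = 2.81e-05). In thymus the shift of oxidative phosphorylation was highest in mouse 2 (0.40), which has the lone array. The pools of the organs differ too, so a difference between organs holds a difference between pools.

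In brain and spleen the paper reports no regulated genes and discusses no list. Read as mutant over pool, in brain lower ratios were seen for nuclear genes of oxidative phosphorylation (-0.29), neuron markers (-0.37), splicing factors and RNA processing (-0.24), astrocyte markers (-0.27), the proteasome (-0.17) and T cell markers (-0.35). In spleen they were seen for B cell markers (-0.72), oxidative phosphorylation (-0.34), splicing factors and RNA processing (-0.44) and the proteasome (-0.32). All 4 mice were below 0 in each. None held with an estimated correlation. No list was lower past the threshold when read as Cy5 over Cy3.

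The lower ratios of respiratory chain genes were weighed against a dye effect. Less the median of all rows, their mean in brain was -0.063 (standard error 0.094) with the mutant RNA in Cy5 and -0.53 (standard error 0.04) with it in Cy3. In spleen it was -0.26 (standard error 0.20) with Cy5 and -0.39 (standard error 0.14) with Cy3. In liver the same genes turned sign with the dye, at 0.13 (standard error 0.08) with Cy5 and -0.27 (standard error 0.08) with Cy3. In thymus they were at 0.10 (standard error 0.10) and 0.005 (standard error 0.07). Over both orientations the mean was -0.26 (standard error 0.026) in brain and -0.32 (standard error 0.068) in spleen, with 4 of 4 mice below 0 in each. With the ratios read as mutant over pool, a dye effect of equal size in both orientations turns its sign and cancels in that mean. Equal size cannot be taken as given in brain, where probes of the same gene correlated only with the mutant RNA in Cy3. A dye effect on 1 orientation alone would stay in the mean. With the ratios read as Cy5 over Cy3, that same mean would hold the dye effect. The direction is not settled, but correlations between arrays of different organs argue against Cy5 over Cy3. They thereby argue against a dye effect here, without excluding it. A property of the pooled RNA was not tested and stays open, as does a change by the genotype.

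Lower ratios of cholesterol and fatty acid synthesis genes in liver were weighed in the same way. The mean less the median of all rows was -0.087 (standard error 0.052) with the mutant RNA in Cy5 and -0.27 (standard error 0.07) with it in Cy3. Over both orientations it was -0.18 (standard error 0.060, 4 of 4 mice below 0). A dye effect drops out of that mean only if it is of equal size in both orientations and the ratios are not Cy5 over Cy3. The mean was below 0 in each orientation, but by more than 2 standard errors only with the mutant RNA in Cy3. A dye effect thus stays open here too. Their mean less that of hepatocyte markers was -0.13 (standard error 0.08), within 2 standard errors of 0. The hepatocyte markers turned sign with the dye, at 0.19 (standard error 0.08) with Cy5 and -0.31 (standard error 0.18) with Cy3. With Cy3 the lipid synthesis genes, at -0.27, were thus not below them. A shift of all abundant liver transcripts cannot be told apart from a change of lipid synthesis. The pool and the feeding state of the mice were not tested.

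Probes of a gene, at the numbers as listed, were hardly more alike than probes of different genes. A candidate explanation is that rows lie 11 places away from the probe table. The mean correlation within a gene was then 0.0507, against 0.0117 at the best of the other displacements, whose SD was 0.0031. Of 31 arrays, 14 had their own highest value there. Support came unevenly, with 0.128 to 0.143 on brain arrays with the mutant RNA in Cy3 and -0.015 to 0.002 on those with it in Cy5. Of 188 tests of a list in an organ, 22 gave a rank shift over 3, against 0 at the numbers as listed and at most 4 at any other displacement. The last 1040 rows had their highest value at 14 places instead. No biological explanation was tested for this pattern.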

How the results depend on the processing

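The readings with extreme or lone values kept, as Cy5 over Cy3, with names at the numbers as listed, and the lists in each dye orientation alone were chosen only after the data were seen. The other alternatives were set before.

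Of 99 values of the counts of rows and of the comparisons of organs under an alternative, 87 stayed at 0 by limma or the named tool. The others called rows. With a spread shared by the 4 organs there were 80 in brain (73 higher, 7 lower) and 256 in spleen (56 higher, 200 lower), and 0 in liver and thymus, where the spread between mice was smaller. SAM over arrays gave 1 in brain, 1 in liver, 7 in spleen and 4 in thymus (all lower). A one-sample test over mice gave 1 in spleen after Benjamini-Hochberg and, unadjusted, 2288 in brain (899 higher, 1389 lower), 885 in liver (496 and 389), 1991 in spleen (857 and 1134) and 715 in thymus (349 and 366). Brain arrays with the mutant RNA in Cy3 alone gave 1433 (734 higher, 699 lower) and those in Cy5 alone 0. The cause was not tested. Leaving out any mouse gave 0 in every organ.

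Liver less thymus and thymus less spleen each gave 0 rows by limma (824 and 1897 at an unadjusted p under 0.05), and 0 in the paired fit with mice as blocks (742 and 1622 unadjusted). Pairing comes from the labels. The correlation of a mouse's ratios between organs was -0.04 to 0.08. In 35 of 35 splits of the samples of liver and thymus, and in 35 of 35 of thymus and spleen, as many rows passed (0, with 0 at most in the others), so with 0 rows in every split this count says nothing on chance. At an unadjusted p the highest other split gave 1114 rows, above the 824 of liver and thymus, and 1316, below the 1897 of thymus and spleen.

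List counts depended on more settings. An estimated correlation gave 0 lists in brain, liver and spleen, against 6, 5 and 4. Fry gave 8, 0 and 0. Names at the numbers as listed gave 0, 0 and 1, though probes of the same gene were barely correlated under them, so few lists could pass. Arrays with the mutant RNA in Cy5 alone gave 0 in brain, 1 in liver (higher) and 2 in spleen, and those in Cy3 alone 7 (2 higher), 9 and 5. Read as Cy5 over Cy3, 2 lists were higher in brain, 5 were higher in liver and 0 passed in spleen, so the direction of the lists rests on the reading of the ratio. Leaving out a mouse gave 3 to 6 lists in brain (3 without mouse 2), 0 to 10 in liver (10 without mouse 1, 2 without mouse 2, 0 without mouse 4), 4 to 8 in spleen (8 without mouse 1) and 0 to 5 in thymus (5 without mouse 4, of which 3 higher and, lower, T-cell development and T cell markers, against 0). Centring changed no count. The cause was not tested.

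Of the 17 genes of Table 3 with a named row, the mean ratio changed sign in 5 with the mutant RNA in Cy5 alone, 4 in Cy3 alone, 7 with names at the numbers as listed, 10 read as Cy5 over Cy3 and 2 each time a single mouse was left out. Depth is not known, since the deposited ratios hold no signal over background. Of simulated rows with a log2 ratio of 1 in size, 0% were recovered in any organ, and at 2 between 82% and 95.5%. These shares hold for 200 rows changed at once.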

Differences from the paper's values

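The paper cites another series record and array platform than those of the values used here, and states 5 mice where the labels name 4, so it is not certain that the samples are the same. Names of rows, the alternative with names at the numbers as listed and the reading as Cy5 over Cy3 were chosen after the data were seen. The other alternatives were set before the data were examined.

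The text of the paper gives 13 genes lower in liver and 15 lower in thymus. Here limma found 0 lower in each at an adjusted p under 0.05 (357 and 493 rows lower at an unadjusted p under 0.05). The text read states no threshold for the arrays. No alternative gave a count within 1.5 times the paper's. SAM over arrays, the closest, gave 0 lower rows in liver and 4 in thymus, with the 2 arrays of a mouse taken as separate replicates.

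Table 3 of the paper heads its values as mean log2 ratios. For liver it gives -2.24 for Cdk2, -2.10 for Cth, -1.88 for Cul2, -1.82 for Manf (as Armet), -1.84 for Siah1a, -1.82 for Cyp2f2, -1.71 for Hmgcs1 and -1.70 for Cyp2c70. The mean log2 ratios here were -0.048 for Cdk2, -0.36 for Cth, 0.68 for Cul2 (2 mice), 0.12 for Manf, 0.085 for Siah1a (3 mice), -0.13 for Cyp2f2, -0.68 for Hmgcs1 and -0.20 for Cyp2c70. For thymus the paper gives -2.91 for Bcl11b, -2.90 for Vldlr, -1.69 for Srsf5 (as Sfrs5), -1.63 for Ddx6, -1.67 for Higd1b, -1.61 for Apc, -1.52 for Trip12, -1.49 for Akap8 and -1.49 for Ywhab. Here they were -0.0595 for Bcl11b, 0.10 for Vldlr, 0.073 for Srsf5, -0.16 for Ddx6, -0.022 for Higd1b, -0.19 for Apc, 0.085 for Trip12, 0.27 for Akap8 and -0.031 for Ywhab. Rows of Cul2, Siah1a, Vldlr and Apc, and some rows of Cdk2, Manf and Ddx6, lie in the last part of the table, where names are uncertain.

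As linear folds, only Hmgcs1, at -1.60 here, came within its spread of the paper's value (-1.71), so a change of scale does not account for the table. With the mutant RNA in Cy3 alone Cul2 was at -0.33 and was not counted as different from the paper's value. The SD given for it, 1.65, is that of the 2 mice with both orientations, not of that setting. No other alternative set before brought a gene within the paper's value. With names at the numbers as listed, which was chosen after seeing the values, Siah1a was at -1.78 in 2 mice, near the paper's value, and 7 of 8 liver genes and 4 of 9 thymus genes were below 0, against 5 and 5 here. The other listed genes remained away from the paper's values under that naming. The paper gives every listed gene as lower. Here, read as mutant over pool, 5 of 8 in liver and 5 of 9 in thymus were below 0, with Hmgcs1 at -0.68. Read as Cy5 over Cy3, 1 of 8 and 1 of 9 were below 0, with Hmgcs1 at 0.16. No value settles the reading, though correlations between arrays of different organs argue against Cy5 over Cy3.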

Other observations

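The sign patterns over mice were examined only after the counts were seen.

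In each organ the ratios of the 4 mice were given every pattern of signs, 8 in all with mirrored patterns taken as one. No pattern gave a row past the threshold by limma. At an unadjusted p under 0.05 the real signs gave 2234 rows in brain and 2091 in spleen, above the highest other pattern (1106 and 1075). In liver they gave 896 against 979 and in thymus 631 against 757. Between mice, the correlation of ratios over rows was 0.08 to 0.17 in brain and 0.13 to 0.19 in spleen, and -0.03 to 0.07 in liver and -0.09 to 0.13 in thymus. What the mice of an organ share includes the pool.

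Adam10 had a mean log2 ratio of -0.60 in spleen (SD 0.10, n = 4 mice, adjusted p = 0.414 from limma), below 0 in 4 of 4 mice.

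Srsf5, listed by the paper for thymus, had ratios of -0.95 (SD 0.23) and -1.11 (SD 0.95) at its rows in spleen, each below 0 in 4 of 4 mice (adjusted p = 0.414 and 0.421 from limma).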
